# Comprehensive analysis of long non-coding RNAs highlights their spatio-temporal expression patterns and evolutional conservation in *Sus scrofa*

**DOI:** 10.1038/srep43166

**Published:** 2017-02-24

**Authors:** Zhonglin Tang, Yang Wu, Yalan Yang, Yu-Cheng T. Yang, Zishuai Wang, Jiapei Yuan, Yang Yang, Chaoju Hua, Xinhao Fan, Guanglin Niu, Yubo Zhang, Zhi John Lu, Kui Li

## Abstract

Despite modest sequence conservation and rapid evolution, long non-coding RNAs (lncRNAs) appear to be conserved in expression pattern and function. However, analysis of lncRNAs across tissues and developmental stages remains largely uncharacterized in mammals. Here, we systematically investigated the lncRNAs of the Guizhou miniature pig (*Sus scrofa*), which was widely used as biomedical model. We performed RNA sequencing across 9 organs and 3 developmental skeletal muscle, and developed a filtering pipeline to identify 10,813 lncRNAs (9,075 novel). Conservation patterns analysis revealed that 57% of pig lncRNAs showed homology to humans and mice based on genome alignment. 5,455 lncRNAs exhibited typical hallmarks of regulatory molecules, such as high spatio-temporal specificity. Notably, conserved lncRNAs exhibited higher tissue specificity than pig*-*specific lncRNAs and were significantly enriched in testis and ovary. Weighted co-expression network analysis revealed a set of conserved lncRNAs that are likely involved in postnatal muscle development. Based on the high degree of similarity in the structure, organization, and dynamic expression of pig lncRNAs compared with human and mouse lncRNAs, we propose that these lncRNAs play an important role in organ physiology and development in mammals. Our results provide a resource for studying animal evolution, morphological complexity, breeding, and biomedical research.

Intensive transcriptome sequencing, also known as deep sequencing, has led to the discovery that mammalian genomes encode a vast range of non–protein-coding RNAs (ncRNAs) that differ in size and level of conservation^1^,^2^. The proportion of ncRNAs in an organism’s genome has a direct correlation with its developmental complexity^3^. ncRNAs are generally classified into many different RNA types, including microRNA (miRNAs), Piwi-interacting RNAs (piRNAs), small nucleolar RNAs (snoRNAs), small interfering RNAs (siRNAs), and long noncoding RNA (lncRNAs). LncRNAs are defined as transcribed RNA fragments >200 bp, and they do not have open reading frames of >100 amino acids. Several recent studies have shown mammalian lncRNAs to be heterogeneous and diverse as well as critically important in cellular function, development, and disease via their transcriptional and posttranscriptional regulation of gene expression^4^. In this study, we aimed to further elucidate the origin, evolution, and function of mammalian ncRNAs, the genome of *S. scrofa*^5^, a species widely used in medical research, by analyzing the content and function of its lncRNA.

LncRNAs have long been ascribed an important role in the evolution of complex traits, and recent studies have revealed that thousands of lncRNAs are evolutionarily conserved in mammals, though not to the same extent as many protein-coding genes^6^,^7^. Compared with protein-coding genes, however, lncRNAs exhibit lower expression levels and more precise tissue-specific (i.e., spatial) or developmental stage-specific (i.e., temporal) expression patterns^7^. Because of their highly restricted expression patterns, further identification and functional analysis of lncRNAs among diverse species, tissues, and cell types is needed. Despite genome-wide identification of lncRNAs in *Homo sapiens, Mus musculus, Danio rerio, Caenorhabditis elegans, Oncorhynchus mykiss (rainbow trout),* and *Arabidopsis thaliana*^8^,^9^,^10^,^11^,^12^,^13^, comprehensive expression profiling across organs and developmental stages has not been conducted for mammals.

The domestic pig (*Sus scrofa*) has a close and complex relationship with humans for at least 10,000 years^5^. Compared to traditional rodent models, the miniature pig model is more similar to humans in body size, growth, development, immunity, physiology, and metabolism, as well as genome sequence^5^,^14^. The miniature pig model is widely used in biomedical research including cardiology, pharmacology, oncology, aging, and other areas of studies^15^. However, compared to the mouse model as well as humans, knowledge regarding the pig transcriptome across organs and developmental stages is very limited. In fact, little is known about the spatial and temporal expression, evolution, and function of lncRNAs in the miniature pig.

In this study, we sought to comprehensively analyze miniature pig lncRNAs across multiple organs and developmental stages. We first sequenced two mixed libraries based on rRNA depleted total RNA sequencing from 110 different tissue samples from 3 pig breeds. Then we performed strand-specific rRNA depletion sequencing across 9 organs and at 3 postnatal developmental stages of skeletal muscle in Guizhou miniature pigs. We predicted 10,813 lncRNAs with high confidence. Notably, the lncRNA of *Sus scrofa* are remarkably similar to that of their mammalian counterparts. Conserved lncRNAs showed higher tissue specificity than *S. scrofa*-specific lncRNAs and were enriched in the testis and ovary. We also identified a set of conserved lncRNAs that are likely involved in skeletal muscle development. Overall, we obtained the first comprehensive expression profile of lncRNA across multiple organs and developmental stages in *S. scrofa*. These data support further annotation of the pig genome and will facilitate the use of the miniature pig model in biomedical research.

## Result

### Genome-wide and conservative cataloging of *S. scrofa* lncRNAs

To systematically identify lncRNAs and profile their spatio-temporal expressions in *S. scrofa*, we conducted pair-end and strand-specific sequencing to confirm gene orientation and to predict antisense transcripts (see Methods). We constructed a total of 13 RNA libraries for 2 pooled samples (derived from 110 tissues samples from 3 breeds, 14 organs, and 27 developmental stages; Supplementary Table S1), 9 organs (adipose, heart, kidney, liver, lung, ovary, spleen, testis, and skeletal muscle at 240 days after birth) and two additional skeletal muscle at 0 and 30 days after birth. We obtained >1.2 billon sequencing reads; to our knowledge, this is the deepest RNA sequencing of *S. scrofa* to date (Supplementary Table S2). To comprehensively profile the lncRNAs, we reconstructed the consensus transcriptome of *S. scrofa* based on the large pool of sequencing data, using TopHat mapping^16^ followed by Cufflinks assembly^17^ (see Methods). This procedure resulted in a comprehensive *de novo* assembly of 877,132 transcripts (Fig. 1a), and model transcripts were well assembled (Supplementary Table S3).

To identify the lncRNAs, we developed a highly stringent pipeline that used 6 hierarchical filtering steps (Fig. 1a). This filter removed annotated, short, and unreliable transcripts, as well as those having the potential to encode proteins, leaving 14,194 noncoding transcripts. Using Rfam^18^ and other structural RNAs databases^19^,^20^,^21^, we correlated these transcripts according to their sequential or structural homology with canonical structural RNAs (e.g., rRNA, tRNA, snRNA, snoRNA, etc.). We preserved transcripts that exclusively matched conserved lncRNA model. With this comprehensive yet conservative pipeline, we identified a final set of 10,813 *S. scrofa* lncRNAs (including 9,075 novel lncRNAs) located at 8,266 loci (Fig. 1a) (Supplementary Table S4). We also calculated the average fold change per lncRNA in each sample, and found that the median of the maximum value across 13 samples was 13.1 fold (Supplementary Fig. S1). Besides, 18% of lncRNAs were located in the genomic region with CpG island annotation (Supplementary Table S4).

### *S. scrofa* lncRNAs share similarities with their mammalian counterparts

Stranded RNA sequencing can directly assign the orientations of novel transcripts; thus, the newly identified lncRNAs were classified into four categories (Supplementary Fig. S2). First, the majority of identified lncRNAs (8,398; 78%) were identified as lincRNAs located far away (at least 2 kb) from annotated transcripts (intergenic, Fig. 1b). The remaining three categories were defined as follows. We found that 463 *S. scrofa* lncRNAs (4%) were identified as antisense transcripts that overlapped the exonic regions of annotated genes (mostly protein-coding genes) in the opposite strand (antisense, Fig. 1b), 591 *S. scrofa* lncRNAs (5%) were located in the intronic regions of annotated genes (intronic, Fig. 1b), and the remaining 1,361 *S. scrofa* lncRNAs (13%) were located within 2 kb upstream or downstream of annotated genes and were designated as lncRNAs in *cis*-regulatory regions (*cis*-regulatory region, Fig. 1b). This categorization is consistent with previous studies of the humans and other mammalian genomes^8^,^22^.

To determine the similarities of *S. scrofa* lncRNAs with their mammalian counterparts, we analyzed the primary characteristics of these lncRNAs (Fig. 1c). The average length of *S. scrofa* lncRNAs (1,051 nt) was significantly shorter than that of protein-coding genes, namely mRNA, which has an average length of 1,983 nt. In addition, *S. scrofa* lncRNAs contained fewer exons (average, 2.5) than mRNAs (average, 8.7). We then compared the expression abundance of the 3 types of transcripts defined above. These properties still hold when comparing mRNAs and lncRNAs in a fixed expression level (Supplementary Fig. S3). The maximum reads per kilobase per million mapped reads (RPKM) values of the 11 tissue samples were considered to represent their respective expression levels. As shown in the box plots, *S. scrofa* lncRNAs (average RPKM_max_ = 2.5) were much less abundant than mRNAs (average RPKM_max_ = 21.3). The newly identified lncRNAs and annotated lncRNAs were expressed at levels comparable to those of other mammals^9^,^23^. Our sequencing data were based on total RNA libraries that did not include a selection step for poly(A)^+^ RNAs; thus, the relative differences in the abundances of the 3 types of transcripts reflected by these datasets were different from those based on poly(A)^+^ -enriched RNA sequence data. In agreement with previous studies in plants and animals, we found that lncRNAs are generally shorter, have fewer exons, and have lower expression levels than protein-coding genes^8^,^24^,^25^.

Guanine-cytosine (GC) content is important for the strand stability of DNA/RNA, whereas single-nucleotide polymorphisms (SNPs) reveal sequence variation, evolutionary conservation, and natural selection. We compared GC content and SNP density among different types of transcripts. The average GC content of novel lncRNA transcripts (47.8%) was significantly lower than that of mRNAs (52.2%) and was similar to the set of 47 annotated lncRNAs (48.3%). And it was higher than that of random regions (41.6%), intergenic (41.7%) and the whole-genome (42.3%). Meanwhile, as expected, the GC content of intergenic lncRNAs (47.2%) was lower than that of antisense (51.8%), *cis*-regulatory (49.9%), and intronic (47.8%) lncRNAs. We identified 148,699 SNPs in 9,147 lncRNAs and 372,730 SNPs in 21,452 mRNA transcripts based on the *S. scrofa* dbSNP database (build 140)^26^. The density of SNPs in novel lncRNAs (15.47/kb) was significantly higher than in protein-coding genes (8.57/kb), whereas the SNP density of the 47 previously annotated *S. scrofa* lncRNAs was even higher (22.84/kb) because they are mostly located at intergenic regions (Fig. 1c).

### *S. scrofa* lncRNAs show spatio-temporally restricted expression patterns

LncRNAs tend to be expressed in both tissue-specific (i.e., spatial) and stage-specific (i.e., temporal) manners in animals^9^,^11^,^27^. To confirm that this is the case for *S. scrofa* lncRNAs, we analyzed RNA sequence data from 11 tissues for temporally and spatially restricted lncRNA expression. First, we conducted a cluster analysis of 11 tissue samples, and the results of this analysis revealed significant clustering with biological relevance (Fig. 2a). And the clustering result is statistically robust (Supplementary Fig. S4). The lncRNA expression in skeletal muscle samples collected at three postnatal developmental stages (day 0, day 30, and day 240) demonstrated clustering. Different tissue samples with similar cell components also showed clustering. For example, heart samples clustered with skeletal muscle samples. This result was as expected because heart tissue mainly consists of cardiac muscle, which is quite similar to skeletal muscle. Interestingly, however, reproductive tissues, specifically testis and ovary, clustered separately from other somatic tissues. The result indicates that distinct populations of lncRNAs may be involved in somatic and germ-line processes.

Next, we evaluated tissue-specific patterns of *S. scrofa* lncRNAs based on Jensen-Shannon divergence as previously described^11^. Agreement with the data from other species (human body map) (Supplementary Fig. S5), the density plot of tissue specificity score exhibited two peaks: genes around the left peak had low tissue-specificity scores; genes around the right peak had high tissue-specificity scores, which mean that they were only expressed in a few samples. Compared with protein-coding genes, the newly identified lncRNAs demonstrated significantly higher tissue specificity (Fig. 2b). Overall, 56.1% of *S. scrofa* lncRNAs were expressed (RPKM >0) in <3 samples, while only 4.8% of *S. scrofa* lncRNAs were constitutively expressed in all 11 tissue samples. In contrast, only 19.2% of protein-coding genes were detected in <3 samples, while 48.4% of protein-coding genes were ubiquitously expressed. We also showed that lncRNAs still had higher tissue specificity than protein-coding genes in a fixed expression level (Supplementary Fig. S6). The expression patterns of lncRNAs potentially related to the tissue-specific regulatory roles of these transcripts, similar to those of lncRNAs in other mammals.

We analyzed each lncRNA enriching a specific tissue to determine its relative expression pattern^28^. In total, we detected 5,455 tissue-specific lncRNAs (50.4%) (Supplementary Table S5), and most of these (4,998; 91.6%) were highly restricted to a single tissue type. Testis and ovary tissue contained the most tissue-specific lncRNAs (68.6%), as these samples exhibited a distinct structure due to enrichment of germ cells (Fig. 2c). The lncRNAs in the testis tissue comprised the largest cluster on the heat map plot; this result is concordant with the dominant expression of lncRNAs in the testes of other mammals^29^,^30^. This results are also consistent with a previous study in salmonid, where the highest number of lncRNAs predicted in *rainbow trout* is also specifically expressed in testis^13^. It showed that the expression pattern across organs maybe highly conserved. The lncRNAs in the ovary tissue comprised the second largest cluster of lncRNAs expression. These results highlight the potential role of lncRNAs in the reproduction system. Taken together, these analyses indicate that lncRNAs have spatially restricted expression patterns.

To confirm the spatial expression patterns of *S. scrofa* lncRNAs, we randomly selected 18 newly identified lncRNAs, 10 with RT-PCR and 8 with qPCR, to validate their expression levels in nine tissues. We found good concordance between the RT-PCR and qPCR results and the RNA sequencing data (Fig. 2d, Supplementary Fig. S7), suggesting that the lncRNA expression patterns based on RNA sequencing analysis are reliable.

### *S. scrofa* lncRNAs exhibit high sequence conservation with *H. sapiens* and *M. musculus*

Although lncRNAs have generally low levels of sequence conservation and exhibit rapid evolution in vertebrates, several studies have supported an evolutionarily conserved role of lncRNA in mammals^27^,^29^. Because mouse and pig models are widely used for human biomedical research, we further assessed evolutionarily conservation of *S. scrofa* lncRNAs in the mouse and human genomes by performing pairwise alignments between *S. scrofa* and other species to identify conserved lncRNAs. As shown in Fig. 3a, we classified the lncRNAs of *S. scrofa* into four groups^30^. Overall, 729 lncRNAs (6.7%) were conserved only in *S. scrofa* and *H. sapiens*; 1,382 lncRNAs (12.8%) were conserved only between *S. scrofa* and *M. musculus*; 6,213 lncRNAs (57.5%) were conserved in *S. scrofa, H. sapiens*, and *M. musculus*; and 2,489 *S. scrofa*-specific lncRNAs (23.0%) were not conserved in *H. sapiens* or *M. musculus* (Supplementary Table S4). We adopted the method used by a previous study^30^ to define conserved lncRNA and our results were comparable to theirs. In addition, protein-coding transcripts and intronic DNAs were similarly compared. The conservation level of *S. scrofa* lncRNAs was comparable to that of intronic sequences, but it was substantially lower than that of protein-coding transcripts (Supplementary Fig. S8a,b). Besides, we also detected transcript-level homology of our predicted lncRNAs with active transcribed lncRNAs in human and mouse^31^, and found that 45% and 29% of our lncRNAs can be aligned to human and mouse lncRNAs, respectively, which is also quite analogous to a previous study^32^ (Supplementary Table S4). Furthermore, more than 60% of lncRNAs with transcript-level homology were also considered as conserved in genome alignment analysis (Supplementary Fig. S8c,d).

The tissue specificity of lncRNAs has been highly correlated with their evolutionary dynamics^7^,^30^. Therefore, we compared the tissue-specificity scores of *S. scrofa*–specific lncRNAs and lncRNAs conserved in *S. scrofa, H. sapiens*, and *M. musculus* using protein-coding genes as controls. The lncRNAs conserved across species tended to have higher tissue specificity than the *S. scrofa*–specific lncRNAs, and this was not the case for protein-coding genes (Fig. 3b). Interestingly, testis tissue contained the highest proportion of conserved lncRNAs (~50%) (Fig. 3c). It was supposed that conserved, tissue-specific lncRNAs significantly may contribute to maintaining testis physiology and to postnatal development. Other recent studies have revealed that the testis is a rich source of many unique lncRNA transcripts^33^,^34^ and that the testis has the fastest rate of evolution in lncRNAs in tetrapods^7^.

### *S. scrofa* lncRNAs are dynamically expressed during postnatal skeletal muscle development

Many recent reports have concluded that lncRNAs markedly contribute to the development of skeletal muscle^35^,^36^. To investigate whether dynamically expressed lncRNAs were associated skeletal muscle development and to discover which lncRNAs potentially regulate skeletal muscle development, we profiled the temporal expression of *S. scrofa* lncRNAs in postnatal skeletal muscle at 3 different developmental stages (day 0, day 30 days, and day 240 after birth). This time series allowed us to follow the expression dynamics of lncRNAs and protein-coding genes as development proceeded^9^,^37^. In this analysis, we detected 1,405 lncRNAs that exhibited significant changes in expression level between any two of the three developmental stages we evaluated (q-value < 0.05) (see a full list in Supplementary Table S6). Among these, 714 lncRNAs (>50%) were specifically and highly expressed in skeletal muscle at day 0 after birth. Skeletal muscle samples at day 30 and day 240 showed similar lncRNA transcription profiles; 689 differentially expressed lncRNAs were detected between these 2 developmental stages (Fig. 4a). In contrast, a significant change in expression profile was evident between skeletal muscles tissue samples at day 0 and day 30; 957 lncRNAs were differentially expressed between these 2 developmental stages (Fig. 4a). A Venn diagram representing the number and proportion of differentially expressed lncRNAs detected at each of the developmental stage transitions was shown in Fig. 4b. Meanwhile, we used Gfold^38^, a statistic tool designed for detecting differentially expressed genes when no biological replicates were available. We found that nearly a half of differentially expressed genes defined by DEGseq were also considered as significant at a cutoff of Gfold value 1 (Supplementary Table S6). Together, these results suggest that *S. scrofa* lncRNAs are dynamically expressed in a temporal manner and are involved in postnatal skeletal muscle development. Meanwhile, we randomly selected 10 differentially expressed lncRNAs and performed quantitative polymerase chain reaction (qPCR) to validate the expression patterns based on the samples used in the RNA sequencing analysis (Fig. 4c, Supplementary Fig. S9). The qPCR results were quite concordant with those of the RNA sequencing. Thus, our study has provided a cross-identified set of *S. scrofa* lncRNAs that might function in skeletal muscle development.

LncRNAs are known to be co-expressed and functional related with their overlapped and/or neighboring protein coding genes^7^,^9^. So we calculated the expressional correlation between the differentially expressed intergenic lncRNAs and their neighboring protein-coding genes, and observed a positive correlate expression pattern (mean Pearson correlation coefficient, r = 0.386) between the lncRNA-neighbor gene pairs. We also observed that most of the differentially expressed (DE) intragenic lncRNAs (67%) had a positive correlation with their overlapped protein coding genes, but the correlation coefficient (r = 0.229) was lower that of intergenic lncRNAs, which might be caused by only a few intragenic lncRNAs (n = 165) were differentially expressed in skeletal muscle. This trend is similar with previous studies in human, mouse, and rainbow trout^11^,^12^,^22^. We analyzed the Gene Ontology (GO) term enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of these protein-coding genes. The neighbors of lncRNAs differentially expressed in skeletal muscle tissue between day 0 and day 30 were significantly enriched with 31 GO terms known to be involved in anterior/posterior pattern formation, acetyl-CoA catabolic process, tricarboxylic acid cycle, coenzyme catabolic processes, and other functions (Supplementary Table S7; P < 0.05). The results of our KEGG pathway analysis suggested that these significantly enriched protein-coding neighbors were involved in lysine degradation (P = 0.019), citrate cycle (TCA cycle) (P = 0.062), and pyruvate metabolism (P = 0.096). Protein-coding neighbors of lncRNAs differentially expressed in skeletal muscle between day 30 and day 240 were significantly associated with 12 GO terms involved in the regulation of developmental growth, muscle contraction, muscle system processes, and ER-associated protein catabolic processes (Supplementary Table S8; P < 0.05). Unfortunately, the protein-coding neighbors were not significantly enriched in any KEGG pathway.

### *S. scrofa* lncRNAs rarely demonstrate differentially alternative splicing compared with protein-coding genes in postnatal skeletal muscle

Previous studies have suggested that >90% of multi-exonic protein-coding genes can be alternatively spliced, giving rise to distinct isoforms across different temporal stages^39^. Using our deep RNA sequencing data regarding *S. scrofa* lncRNAs and protein-coding genes in postnatal skeletal muscle, we identified 5 types of major alternative splicing events: mutually exclusive exons (MXEs), alternative 5′ splice sites (A5SSs), alternative 3′ splice sites (A3SSs), retained introns, and skipped exons. As alternatively splicing events are frequently stochastic, we only reported statistically significant events. Hundreds of differential alternative splicing events were detected across the 3 temporal stages of skeletal muscle development we analyzed (Fig. 4d). Among these, skipped exons were the most frequent. For protein-coding gene, it may cause frame-shifting thus altered the gene function. For lncRNA without open reading frame, there are currently limited experimental reports. By theory, it could remove specific proteins’ binding sites, or change the global RNA structure.

Consistent with our differential expression analysis, most of these events occurred in the early developmental stage. That is, more differential alternative splicing events were detected between day 0 and day 30 and between day 0 and day 240 than were found between day 30 and day 240.

Consistent with alternative splicing analyses in other mammals^40^, differential alternative splicing events mostly occurred among protein-coding genes (Supplementary Fig. S10a) that were significantly enriched in GO terms related to muscle development, including myofibrils, contractile fibers, sarcomeres, and others (see Supplementary Fig. S10b). And the differential alternative splicing events occurred quite rarely among lncRNAs (3 skipped exons, 3 A5SS, 1 A3SS, 1 retained intron, and 1 MXE) (Supplementary Table S9), perhaps because they contained fewer exons, or because their functioning is mainly on the genome instead of cytoplasm. Finally, we validated an lncRNA candidate with a skipped exon in its third exon at the early developmental stage (day 0), TCONS_00558282, using RT-PCR (Fig. 4e) and Sanger sequencing (Supplementary Fig. S11). These results confirm our identification of differential alternative splicing events.

### Co-expression network of conserved lncRNAs and protein-coding genes

Co-expression of lncRNA and protein-coding genes can indicate functional relatedness or regulatory relationships^7^,^9^. Because co-expression may also arise spuriously, we focused only on conserved lncRNAs and protein-coding genes in order to remove false positives^7^,^10^. Because our network analysis required a large number of samples, we added 6 newly sequenced *S. scrofa* ovary samples and 13 published *S. scrofa* datasets (Supplementary Table S10). 

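The ovary samples were 6 fetal ovaries collected at 49 days post coitus, 3 from Meishan pigs, a Chinese breed, and 3 from Large White pigs, a European breed. For its pooled and tissue samples, the paper describes TRIzol extraction, DNaseI treatment, depletion of ribosomal RNA and strand-specific paired-end libraries. It does not say separately how the ovary libraries were prepared. The additional samples were, by the paper, processed in the same way as its tissue samples. Its methods give mapping with TopHat to the S. scrofa genome with Ensembl annotations, and strand-specific counting with htseq-count at a minimum mapping quality. The authors deposited one RPKM value (reads relative to length and to all mapped reads, counted on read pairs) per feature and sample, for 21607 protein-coding genes and 10813 lncRNAs. The files hold no read numbers, but the RPKM of each lncRNA whose length Supplementary Table S4 gives was a whole multiple of the value of 1 read, which made it possible to recover each sample's depth. The recovered numbers of mapped reads in the Meishan samples were 36568780, 37193802 and 39033204, and those in the Large White samples were 35185781, 37445213 and 37302166. The median was 37193802 in Meishan and 37302166 in Large White, and the depth did not differ between the breeds beyond the spread of the samples (two-sided exact permutation test, p = 0.6, where 0.1 is the smallest p that 3 against 3 samples allow). Between 36.6% and 46.3% of the mapped reads fell on the listed features. A feature of 1 kb with 3 reads had an RPKM between 0.0769 and 0.0853, a floor that covers counting error only. It was not applied where features with an RPKM above 0 were counted, so those counts include features with 1 or 2 reads. No pair of samples held the same values, so the 6 samples were counted separately. The 6 samples are part of the network's input, and the other samples of the network were not analysed here.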

All Additional samples and our initial 11 tissue samples (except the 2 pooled samples) were processed identically (see Methods) to yield a large expression matrix of 5,003 lncRNAs and 9,653 protein-coding genes in 30 RNA sequence samples.

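The 6 fetal ovary samples were examined over all 10813 lncRNAs and 21607 protein-coding genes that the deposited files list, and the selection of features for the matrix was not repeated here. Per sample, 3683 ± 544 lncRNAs (SD, n = 6) and 16483 ± 617 protein-coding genes (SD, n = 6) had an RPKM above 0. The number of lncRNAs was 3906 ± 633 (SD, n = 3) in Meishan and 3460 ± 434 (SD, n = 3) in Large White, a difference within the spread of the samples (two-sided exact permutation test, p = 0.4). For protein-coding genes the numbers were 16619 ± 790 (SD, n = 3) and 16346 ± 520 (SD, n = 3), which did not differ either (two-sided exact permutation test, p = 0.6). For both tests 0.1 is the smallest p that the design allows. In all 6 samples, 1859 lncRNAs and 14362 protein-coding genes had an RPKM above 0, and 4642 lncRNAs were listed at 0 in every sample. Requiring an RPKM of at least 0.5 moved these numbers most, to 1527 ± 141 lncRNAs and 13220 ± 177 protein-coding genes per sample (SD, n = 6).

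**Figure D1:**
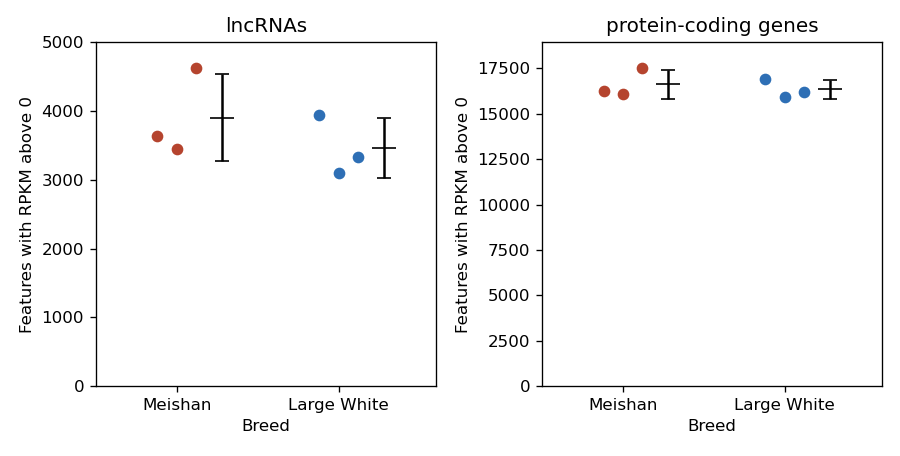
Number of lncRNAs (left) and protein-coding genes (right) with an RPKM above 0 in each fetal ovary sample, by breed. Points are samples, and the bar with whiskers is the mean ± SD of 3 samples. Meishan replicate 3 has the most of both, with 4630 lncRNAs and 17526 protein-coding genes.

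The similarity of the samples to one another was computed over the 14902 features with an RPKM of at least 0.5 in at least 3 of the 6 samples. The mean Pearson r of log2(RPKM + 1) was 0.939 between samples of the same breed and 0.918 between samples of different breeds. The difference of 0.0211 was the largest among the 10 splits of the 6 samples into 3 and 3 (one-sided exact permutation test, p = 0.1, the smallest p that the design allows). These correlations are across features, which are not independent replicates. Pairs of Large White samples had r between 0.963 and 0.975, and Meishan replicates 1 and 2 had r = 0.955. The mean r was 0.969 over Large White pairs and 0.908 over Meishan pairs. The Meishan mean lies below the 0.918 between breeds, so the larger similarity within breeds did not hold for each breed by itself. Meishan replicate 3 had r between 0.865 and 0.888 with the other samples, below every pair that did not include it (0.932 to 0.975). Over lncRNAs only, which moved the difference between same-breed and different-breed pairs most, it was 0.0502, and it was smallest without Large White replicate 2, at 0.0023 (one-sided exact permutation test, p = 0.6).

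**Figure D2:**
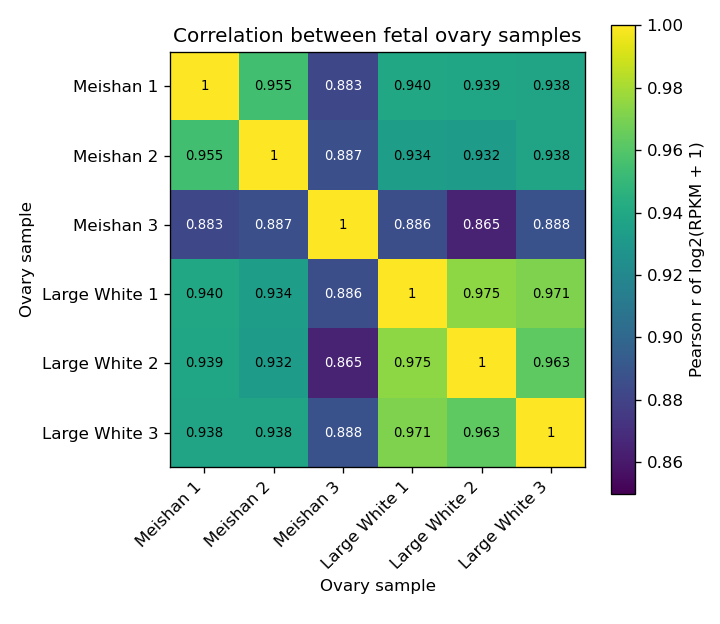
Pearson r of log2(RPKM + 1) between each pair of the 6 fetal ovary samples, with samples on both axes and r as colour and number. The row of Meishan replicate 3 holds the lowest values, from 0.865 to 0.888.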

To determine the likely function of lncRNAs in skeletal muscle development, we performed a weighted gene co-expression network analysis (WGCNA)^41^ (see Material and Methods). The whole network was constructed based on a topological matrix and has been clustering into 25 interconnected gene modules (Fig. 5a, Supplementary Fig. S12). We found that at least 3 modules, especially the pink module, is highly correlated to the muscle development according to the correlation plot (Fig. 5b) (see Material and Methods). The representative lncRNAs and genes that show co-expression with the eigengene in each module, as well as the enriched GO terms were shown in Supplementary Table S11. Furthermore, we also used the guilt-by-association’ strategy^23^ to predict the potential function for each lncRNA (see Material and Methods). The top 10 enriched GO terms and the correlated protein-coding genes for lncRNA were listed in Supplementary Table S12.

Next, we visualized the largest module related to skeletal muscle development (pink module), which consisted of 78 lncRNAs and 361 protein-coding genes (Fig. 5c, Supplementary Table S13). Among the 78 lncRNAs, 64 showed significant correlation with muscles and 23 of them were hubs. Although closely associated at expression level, co-expressed genes/lncRNAs were not closely located in the genome. For instance, 12.8% of lncRNAs in the largest module related to muscle development had no protein-coding genes located in the same chromosome. For the remaining 87.2%, the average distance between lncRNAs and their closest protein-coding genes is 3.6 MB. The co-expression network was able to predict functional relatedness, as illustrated by the high frequency of connections within gene ontology (GO) categories^10^. Our GO enrichment analysis revealed that *S. scrofa* lncRNAs that were co-expressed with protein-coding genes mainly involved in skeletal muscle development processes, such as contractile fiber, muscle organ development, muscle contraction, and glucose metabolic process (Fig. 5d). Therefore, the 78 *S. scrofa* lncRNAs in the module were potentially important for postnatal skeletal muscle development because their expression patterns were strongly correlated with those of known muscle-related genes. Notably, the weighted co-expression network is unsigned; in other words, these 78 lncRNAs may be expressed in a coordinate or reverse manner with genes related to muscle development. These results suggested putative regulatory functions for a subset of *S. scrofa* lncRNAs in postnatal skeletal muscle development.

## Discussion

LncRNAs are involved in various biological processes via diverse mechanisms^42^. However, because of their tissue-type and cell-type specificity, the definition of lncRNAs is evolving as the discovery of lncRNAs continues. The miniature pig, *S. scofa*, a widely used biomedical model for *H. sapiens*, has attracted increasing attention in recent years. In the present study, we performed strand-specific total RNA sequencing on a series of representative tissues, and we systematically identified 10,813 *S. scrofa* lncRNAs in the miniature pig. We confirmed a large portion of lncRNAs predicted by previous studies (Supplementary Fig. S13)^32^,^43^ and we identified 9,075 novel lncRNAs in *S. scrofa*. Moreover, we classified our predicted lncRNAs into categories. And we should point out that most (65.5%) of the lncRNAs in the *cis*-regulatory regions were antisense to the transcription start site of annotated genes. And sense transcripts maybe 5′ or 3′ exon of known mRNAs as a result of the limited completeness of pig genome annotation.

In contrast with previous studies, our sequencing samples have provided strand information; our sequencing samples included 11 tissue samples and 2 comprehensive libraries generated from 110 samples from several *S. scrofa* breeds for different tissue types at several developmental stages (Supplementary Table S1). In addition, our total RNA libraries facilitated the identification of both poly(A)^+^ lncRNAs and non-poly(A)^+^ lncRNAs. Based on these samples, we systematically identified and characterized *S. scrofa* lncRNAs. However, we could not tell which one has polyA tail or not from our data. Studies on polyadenylation of lncRNA were currently an emerging field with a large number of questions awaited to be answer. LncRNAs predicted from this study will contribute positively to further studies.

The genomic characteristics of *S. scrofa* lncRNAs, including short length and low expression level, are quite similar to those of lncRNAs in other mammals^9^,^27^. A notable feature of lncRNAs is their strong tissue specificity, and our repository of *S. scrofa* lncRNAs successfully recapitulated their divergence among tissue samples. However, we should point out that further validation on the tissue specificity of individual lncRNA should be perform as our data is lacking of biological replicates. Moreover, 57% of the newly identified lncRNAs in *H. sapiens* and *M. musculus* based on genome alignment. These conserved lncRNAs showed higher tissue specificity than did *S. scrofa–*specific lncRNAs, suggesting that lncRNAs with strong tissue specificity may be more generally related to biological processes in their associated tissues. We also found that the reproductive organs, especially the testis, harbored the largest number of tissue-specific lncRNAs, which may indicate that *S. scrofa* lncRNAs play functionally important, although largely unknown, roles in spermatogenesis and ovogenesis. This finding is in accord with observations reported in lncRNA studies of other mammals^29^,^30^.

The most challenging obstacle in the analysis of lncRNAs is the determination of their biological functions. Many studies have demonstrated that lncRNAs play critical roles in tissue physiology and organogenesis in tissue-specific and stage-specific manners. We focused on lncRNAs associated with skeletal muscle development. Skeletal muscle is an important motor organ in animals and humans. It undergoes dramatic changes with aging, including hypertrophy, loss of muscle mass, reduced strength, and impaired regenerative ability. Therefore, identification of lncRNAs associated with skeletal muscle development and the determination of their specific biological functions will support animal breeding as well as biomedical research on muscle-related diseases and aging. Previous studies have shown that lncRNAs play an important role in myogenesis; specifically, linRNA-MD1^44^ and H19^45^ have also been associated with skeletal muscle development.

In the present study, we first detected 1,405 differentially expressed lncRNAs during postnatal skeletal muscle development in the miniature pig. Most were expressed during the early developmental stage, which implies that most lncRNAs play roles in early muscle development. We also performed differential splicing analysis of *S. scrofa* lncRNAs and protein-coding genes. For protein-coding genes, alternative splicing is a regulated process during gene expression that results in a single gene encoding multiple proteins. Differential splicing events in protein-coding genes were observed most often in the early developmental stage. Among lncRNAs, however, differential splicing events were quite rare. Our study provides a rich resource of lncRNAs that will facilitate future studies of skeletal muscle development in mammals and muscle-related disease.

Despite modest sequence conservation and rapid evolution in animal species in general, lncRNAs appear to conserved both spatially and temporally in expression and function. To better understand the regulatory role of lncRNAs in skeletal muscle development, we performed a weighted co-expression network analysis. Although the number of samples included in our study was sufficient for lncRNA annotation and the aforementioned analysis, it was inadequate for network analysis. Therefore, we added extra tissue samples from other pig breeds (Supplementary Table S10), and we identified modules from the weighted co-expression network that correlated most strongly with muscle samples. We selected a large module that was highly related to muscle development through correlation analysis (Fig. 5c) and found that the protein-coding genes in the module were significantly enriched in genes related to muscle development, including contractile fibers, myofibrils, sarcomeres, etc. The co-expression patterns of the lncRNAs in the same module also indicated that these lncRNAs are likely functionally related to muscle development. It is worth noting that co-expression associations are indirect evidences that need lots of efforts on experimental validations. To ascertain the biological role of individual lncRNA, more functional studies are needed.

## Conclusion

We generated a comprehensive *S. scrofa* lncRNAs BodyMap for the Guizhou miniature pigs, which have undergone a high degree of artificial selection and are widely used as an animal model in biomedical research. Our study revealed a large number of lncRNAs with spatial and temporal expression patterns. The roles of lncRNAs in mammalian evolution and human muscle-related disease are not yet fully understood. Our analysis provides a valuable resource for future studies in mammalian evolution and biomedical research in which the miniature pigs are used as a large animal model.

## Material and Methods

### Collection of tissue samples

All pigs were raised under the same environment at our farm and were sacrificed at a commercial slaughter house. Tissue samples were collected at postnatal day 240. *Longissimus dorsi* samples were collected at postnatal days 0, 30, and 240. In addition, we prepared 2 mixed RNA libraries derived from more than 110 samples from various breeds, different tissues types, and several developmental stages. Samples from 3 individuals were harvested as biological replicates. Tissue samples were manually dissected from each animal and were rapidly frozen in liquid nitrogen. All animal procedures were performed according to protocols approved by the Biological Studies Animal Care and Use Committee in Beijing Province, China.

### Total RNA sequencing of *S. scrofa* tissue samples

Total RNA was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). Genomic DNA was removed using DNaseI (Qiagen, Beijing, China). The quantity and quality of the RNA were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). Ribosomal RNA was depleted using a Ribo-Zero Magnetic Kit (Epicentre, Madison, WI, USA). Mixed libraries were constructed by mixing equal quantities of each RNA sample. Strand-specific libraries for paired-end sequencing were prepared using SMART or dUTP protocols. Libraries were sequenced on the Illumina Genome Analyzer II (2 mixed samples) or the HiSeq 2500 platform (11 tissue samples).

### *S. scrofa* transcriptome reconstruction

Adaptors in the total RNA sequencing reads were subjected to quality trimming using custom scripts. Processed reads from each sample were aligned with the reference genome of *S. scrofa* (v10.2) using TopHat (v1.3.2)^16^. Parameters were set for strand-specific mapping (i.e., library-type ‘fr-second strand’ for the SMART protocol and ‘fr-firststrand’ for the dUTP protocol). To facilitate the alignments, annotations from Ensembl were provided for each TopHat run. Mapped reads from each sample were assembled into transcripts independently using Cufflinks (v1.3.0)^17^ with the assistance of known annotations. Putative transcripts were retrieved using the parameter ‘–min-frags-per-transfrag 3’^11^. Finally, assembled transcripts from each sample were merged into a consensus transcriptome using Cuffmerge^17^.

### Novel *S. scrofa* lncRNA identification

The consensus transcriptome in *S. scrofa* was further subjected to a series of stringent filtering steps. First, we retained only multi-exonic transcripts for further analysis to avoid unreliable transcripts owing to the complexity of transcriptional reconstruction. This strategy was commonly used in many previous studies^9^,^11^. Next, we filtered transcripts overlapping with annotated elements and short transcripts with lengths <200 nt. Subsequently, we removed all transcripts with coding potential using the Coding–Non-Coding Index (CNCI)^46^ and the Coding Potential Calculator (CPC)^47^ with default parameters. Finally, we eliminated all transcripts homologous to canonical ncRNAs stored in the following databases: miRBase^19^, tRNAdb^20^, snoRNAbase^21^, and Rfam^18^ using BLAST^48^ (i.e., a sequence similarity search) and Infernal (a structure similarity search)^49^. Currently, 225 Rfam models are available for conserved long non-coding RNAs; therefore, we retrieved transcripts that exclusively matched those models. Finally, the remaining transcripts were annotated as lncRNAs.

### Tissue-specificity analysis

Tissue-specificity scores were calculated based on the Jensen-Shannon divergence between the actual expression levels of transcripts across 11 tissue samples and a predefined extreme expression pattern (only expressed in 1 sample)^11^. For each transcript, the associated tissues were defined according to the expression of the most highly restricted lncRNAs according to both the absolute RPKM values and the relative expression levels measured as *Z* scores. For the cutoffs, we used *Z* score ≥1.5 and RPKM ≥0.5, which corresponded to a 3-fold coverage according to our sequencing depth for defining associated tissues^11^. Transcripts specifically expressed in either developmental stage of skeletal muscle were considered to be associated with skeletal muscle.

### Conservation analysis

We used two methods to define conserved lncRNAs. The first method is based on genome alignment. To map *S. scrofa* transcripts to other genomes, we used pairwise alignments produced by the UCSC comparative genomics pipeline^30^,^50^. Then, we analyzed the files in overlapping chain format and defined a sequence-level conserved lncRNA when 50% of its nucleotides uniquely intersected with an alignment in the chain file (coverage > = 50%). Other lncRNAs were denoted as *S. scrofa*-specific lncRNAs if they did not overlap any alignments in the chain file.

In addition, we defined the conserved lncRNAs with another method based on Blast results of transcripts. We aligned the newly identified lncRNAs with active transcribed lncRNAs in human and mouse^31^ by Blast using parameters ‘-task blastn -word_size 6 -evalue 0.01 -strand plus’, which were adapted from previous studies^27^. We also required that the length of BLAST hits should be exceed 20% of query sequences (i.e. coverage > = 20%). These were called transcript-level conserved lncRNAs.

### Differential expression/splicing analysis

We used htseq-count^51^ to count the reads in *S. scrofa* lncRNAs and protein-coding genes; this procedure required strand-specific counting (-s yes for SMART and -s reverse for dUTP) and ≥1 mapping quality. We then calculated the RPKM (reads per kilobases per million mapped reads; counted on read pairs in case of paired ends) values accordingly. We used DEGseq (MARS method)^52^ for differential expression analysis of these results. *S. scofa* lncRNAs and protein-coding genes showing a fold change ≥2 and *q* < 0.05 were considered to be differentially expressed. The *q* values were adjusted using the BH method. Meanwhile, we used Gfold to rank the differentially expressed genes^38^.

We conducted rigorous TopHat mapping twice using the splice-site information from each sample. Alternative splicing events were identified using MATS and a FDR (false discovery rate) cutoff of 5% was required^53^. Differential splicing analysis was performed in a pairwise manner among muscle samples.

### Weighted co-expression network

We used 30 RNA sequence samples for network construction. And conserved lncRNAs and genes were selected based on the genome alignment. After TopHat mapping, the reads in each lncRNA/protein-coding gene were calculated using htseq-count, and RPKM values were then calculated accordingly. 

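The RPKM values of the 6 fetal ovary samples show this calculation. With the lncRNA lengths of Supplementary Table S4, every value tested (836 to 1121 lncRNAs per sample) was a whole number of reads divided by the length and by the mapped reads, up to the constant of the unit. In Meishan replicate 1, with 36568780 mapped reads, 1 read on a feature of 1 kb gave an RPKM of 0.0273. In Large White replicate 1, with 35185781 mapped reads, it gave 0.0284. The same arithmetic returned a length for each feature above 0, which equalled the length in Supplementary Table S4 for 92.1% of 1386 lncRNAs and for 98.4% of the 547 that passed the expression filter. The reads recovered on all listed features numbered 15776312, 15184732 and 14286564 in Meishan and 15745916, 17332605 and 15210785 in Large White. The 10 features with the most reads held from 6.09% of these reads in Meishan replicate 3 to 11.7% in Large White replicate 2.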

Based on the expression matrix, we constructed a weighted co-expression network using the R package WGCNA^41^. First, an adjacency matrix was constructed based on the calculation of pairwise Pearson correlation coefficients; a power value of 6 was chosen as the soft threshold to maximize the fitness to the scale-free topology of the whole network. Next, we calculated the topological overlap matrix based on the adjacency matrix, and we clustered the genes into distinct modules using hierarchical clustering followed by dynamic tree cutting. This analysis yielded 25 modules containing genes with coordinated expression patterns.

For each module, we defined the first principal component as the gene expression profile for each gene in the module; these components were designated the eigengenes according to WGCNA terminology. To determine the module most relevant for skeletal muscle development, we defined a vector to encode the muscle tissue samples (encoded as 1) and other tissue samples (encoded as 0). We referred to this vector as the muscle vector. We then correlated the eigengenes of each module with the muscle vector, and higher correlations indicated that the module was related to muscle development. Because the GO annotation for the genes in *S. scrofa* is relatively limited, we converted the gene IDs into their human homologs based on the TreeFam database^54^, and we performed GO enrichment analysis based on human annotation using the DAVID web server^55^.

Furthermore, we used the ‘guilt-by-association’ strategy^23^ to infer the putative function of each lncRNA based on the co-expression network. Firstly, we retrieved the protein-coding genes significantly correlated with each lncRNA, and then we used these protein-coding genes (required the number is no less than 30) to conduct GO enrichment analysis.

### RT-PCR and RT-qPCR

Total RNA for RT-PCR and quantitative real-time PCR (RT-qPCR) was extracted as described for RNA sequencing. First-strand cDNA fragments were obtained by reverse transcription using the ImPro-IITM Reverse Transcription System (Promega, Madison, WI, USA). RT-PCR was performed using routine PCR programs (Tm = 60 °C) with 35 amplification cycles. The RT-qPCR reaction was performed on a 7500 FAST Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) according to the SYBR Premix Ex Taq^TM^ instructions. All reactions were replicated three times. Expression levels of transcripts encoding glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), β-actin (*ACTB*), and hypoxanthine-guanine phosphoribosyltransferase (*HPRT*) were detected as endogenous control measurements. The expression levels of all genes of interest were normalized to those of the control genes using the 2^−ΔΔ^Ct method. All primer information is listed in Supplementary Table S14.

### Data deposition

The RNA sequencing data were deposited in the Gene Expression Omnibus database under the accession codes GSE73763 and GSE73593.

## Additional Information

**How to cite this article:** Tang, Z. *et al*. Comprehensive analysis of long non-coding RNAs highlights their spatio-temporal expression patterns and evolutional conservation in *Sus scrofa. Sci. Rep.* **7**, 43166; doi: 10.1038/srep43166 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures

Supplementary Tables

## Figures and Tables

**Figure 1:**
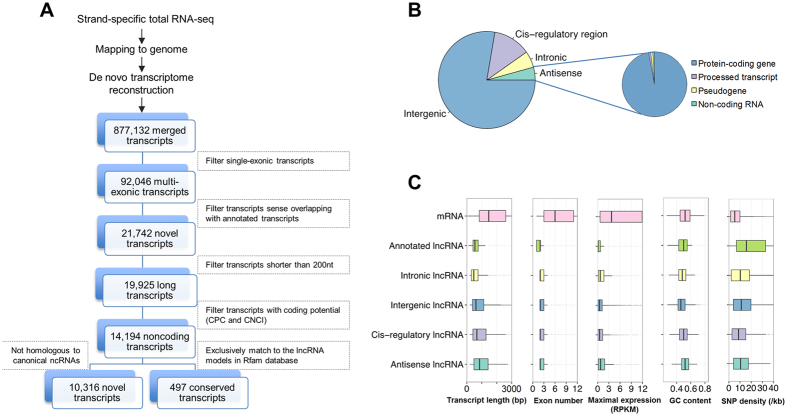
Identification, classification, and characterization of novel lncRNAs in *S. scrofa*. (**A**) Pipeline for the identification of novel lncRNAs. (**B**) Statistics of lncRNAs in different categories according to their genomic locations. (**C**) Comparison of transcript length, exon number, maximum expression level, GC content, and SNP density between lncRNAs and mRNAs.

**Figure 2:**
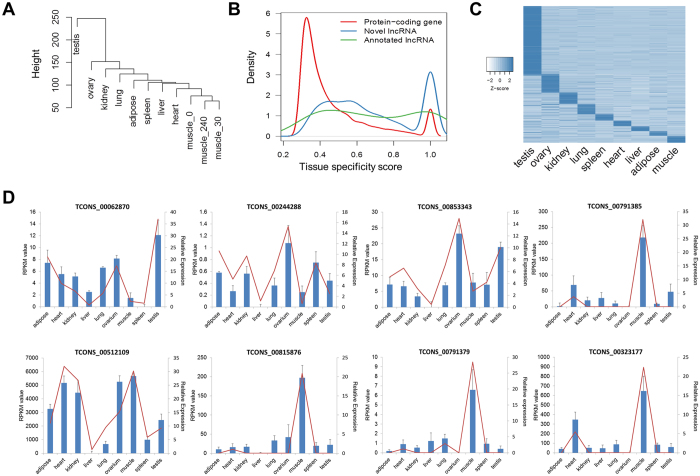
Tissue specificity of *S. scrofa* lncRNAs. (**A**) A tree of expression correlations between samples. Correlations were calculated using the expression levels of lncRNAs in 11 tissue samples (9 organs and 3 developmental stages of skeletal muscle). (**B**) The tissue-specificity scores of novel lncRNAs compared with those of annotated lncRNAs and protein-coding genes. (**C**) Heat map of the expression of tissue-specific lncRNAs. **(D)** qPCR validation of the expression levels in 9 tissues for 8 randomly selected *S. scrofa* lncRNAs (blue bar and Y-axis on the right). Error bars indicate standard deviation (SD) based on three biological replicates. The RPKM values of the lncRNAs from RNA-seq data were also shown (red line and Y-axis on the left).

**Figure 3:**
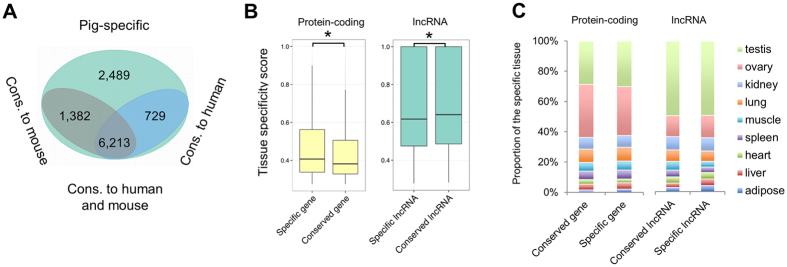
Evolutionary conservation of lncRNAs in *S. scrofa*. (**A**) Classes of lncRNAs with different levels of conservation in *H. sapiens* and *M. musculus*. (**B**) Comparison of the tissue specificity of conserved and specific lncRNAs using protein-coding genes as controls. (**C**) Comparison of the tissue specificity of *S. scrofa* lncRNAs and protein-coding genes.

**Figure 4:**
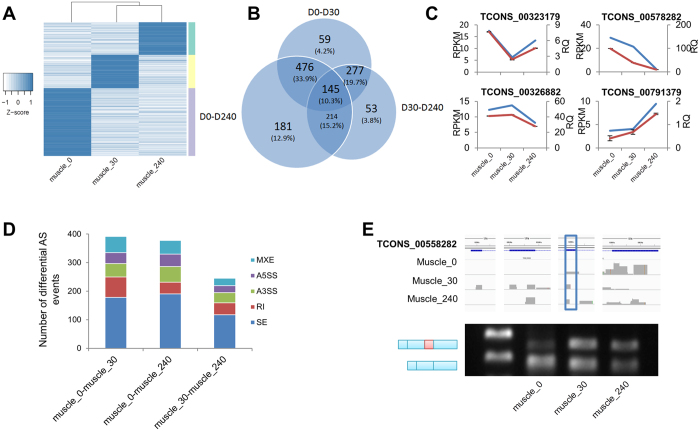
Differential expression and splicing of *S. scrofa* lncRNAs during skeletal muscle development. (**A**) Differential expression of *S. scrofa* lncRNAs among 3 developmental stages of skeletal muscle based on RNA sequencing data (Q value < 0.05). Muscle_0,_30 and_240 means skeletal muscle at day 0, day 30, and day 240 after birth. Each row represents data for one lncRNA. LncRNAs were clustered using hierarchical clustering. Gray indicates high expression level; light indicates low expression (see Supplementary Table S6 for the IDs of these differentially expressed lncRNAs). (**B**) Venn diagram representing the number and proportion of differentially expressed lncRNAs detected at each the developmental stage; D0, D30, and D240 indicate day 0, day 30 and day 240 after birth. (**C**) Validation of differential lncRNA expression by qPCR (red line with error bars). The RPKM value from deep sequencing data is shown for comparison (blue line). (**D**) Statistics of differential splicing events (*S. scrofa* lncRNAs and protein-coding genes) during muscle development based on RNA sequencing data, including mutually exclusive exons (MXEs), alternative 5′ splice sites (A5SSs), alternative 3′ splice sites (A3SSs), retained introns (RIs), and skipped exons (SEs). (**E**) Validation of differential splicing of a *S. scrofa* lncRNA by RT-PCR.

**Figure 5:**
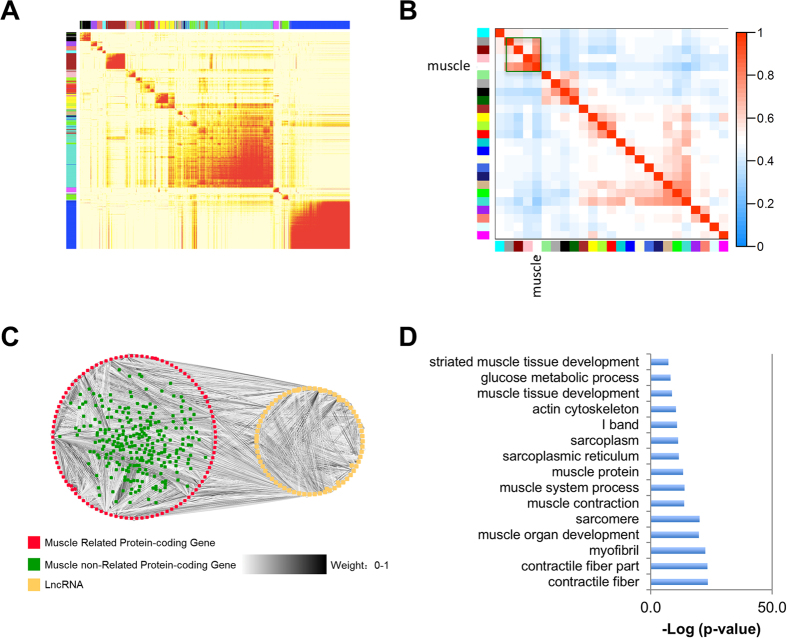
Weighted co-expression network of conserved *S. scrofa* lncRNAs and protein-coding genes. (**A**) The global weighted co-expression network of conserved pig lncRNAs and protein-coding genes shown as a heat-map plot of the topological matrix. In the plot, each row and column corresponds to a gene; the sides are colored according to the module to which it belongs. In the heat map, a light color denotes low topological overlap, i.e., weak co-expression, whereas darker colors denote high topological overlap, i.e., stronger co-expression. Dark squares along the diagonal correspond to the modules. (**B**) Correlation plot of 25 module eigengenes and the muscle vector. Each row and column in the heat map corresponds to 1 module eigengene (labeled by the same color with (**A**) or the muscle vector (specifically indicated by the word). In the heat map, red color represents high adjacency (positive correlation) and blue color represents low adjacency (negative correlation). The squares of red color along the diagonal represent the meta-modules (modules with similar expression patterns). The largest module related to skeletal muscle development (pink module) is shown in green rectangle. (**C**) Co-expressed lncRNAs and protein-coding genes in the largest module that are closely related to skeletal muscle development. (**D**) Enriched GO terms for the protein-coding genes in the module shown in (**C**).

## References

[b1] EddyS. R. Non-coding RNA genes and the modern RNA world. Nat Rev Genet 2, 919–29 (2001).1173374510.1038/35103511

[b2] DingerM. E. . Long noncoding RNAs in mouse embryonic stem cell pluripotency and differentiation. Genome Res 18, 1433–45 (2008).1856267610.1101/gr.078378.108PMC2527704

[b3] TaftR. J., PheasantM. & MattickJ. S. The relationship between non‐protein‐coding DNA and eukaryotic complexity. Bioessays 29, 288–299 (2007).1729529210.1002/bies.20544

[b4] WangS. . Long noncoding RNA H19 inhibits the proliferation of fetal liver cells and the Wnt signaling pathway. FEBS Lett (2016).10.1002/1873-3468.1207826801864

[b5] GroenenM. A. . Analyses of pig genomes provide insight into porcine demography and evolution. Nature 491, 393–398 (2012).2315158210.1038/nature11622PMC3566564

[b6] KutterC. . Rapid turnover of long noncoding RNAs and the evolution of gene expression. PLoS Genet 8, e1002841 (2012).2284425410.1371/journal.pgen.1002841PMC3406015

[b7] NecsuleaA. . The evolution of lncRNA repertoires and expression patterns in tetrapods. Nature 505, 635–40 (2014).2446351010.1038/nature12943

[b8] DerrienT. . The GENCODE v7 catalog of human long noncoding RNAs: analysis of their gene structure, evolution, and expression. Genome research 22, 1775–89 (2012).2295598810.1101/gr.132159.111PMC3431493

[b9] PauliA. . Systematic identification of long noncoding RNAs expressed during zebrafish embryogenesis. Genome research 22, 577–591 (2012).2211004510.1101/gr.133009.111PMC3290793

[b10] NatoliG. & AndrauJ. C. Noncoding transcription at enhancers: general principles and functional models. Annu Rev Genet 46, 1–19 (2012).2290587110.1146/annurev-genet-110711-155459

[b11] CabiliM. N. . Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Genes & development 25, 1915–1927 (2011).2189064710.1101/gad.17446611PMC3185964

[b12] PaneruB., Al-TobaseiR., PaltiY., WiensG. D. & SalemM. Differential expression of long non-coding RNAs in three genetic lines of rainbow trout in response to infection with Flavobacterium psychrophilum. Scientific Reports 6, 36032 (2016).2778626410.1038/srep36032PMC5081542

[b13] Al-TobaseiR., PaneruB. & SalemM. Genome-Wide Discovery of Long Non-Coding RNAs in Rainbow Trout. Plos One 11 (2016).10.1371/journal.pone.0148940PMC476451426895175

[b14] WallR. & ShaniM. Are animal models as good as we think? Theriogenology 69, 2–9 (2008).1798872510.1016/j.theriogenology.2007.09.030

[b15] LunneyJ. K. Advances in swine biomedical model genomics. Int J Biol Sci 3, 179–184 (2007).1738473610.7150/ijbs.3.179PMC1802015

[b16] TrapnellC., PachterL. & SalzbergS. L. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25, 1105–11 (2009).1928944510.1093/bioinformatics/btp120PMC2672628

[b17] TrapnellC. . Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28, 511–5 (2010).2043646410.1038/nbt.1621PMC3146043

[b18] DaubJ., EberhardtR. Y., TateJ. G. & BurgeS. W. Rfam: annotating families of non-coding RNA sequences. Methods Mol Biol 1269, 349–63 (2015).2557739010.1007/978-1-4939-2291-8_22

[b19] KozomaraA. & Griffiths-JonesS. miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res 42, D68–73 (2014).2427549510.1093/nar/gkt1181PMC3965103

[b20] JuhlingF. . tRNAdb 2009: compilation of tRNA sequences and tRNA genes. Nucleic Acids Res 37, D159–62 (2009).1895744610.1093/nar/gkn772PMC2686557

[b21] LestradeL. & WeberM. J. snoRNA-LBME-db, a comprehensive database of human H/ACA and C/D box snoRNAs. Nucleic Acids Res 34, D158–62 (2006).1638183610.1093/nar/gkj002PMC1347365

[b22] ZhangK., HuangK., LuoY. & LiS. Identification and functional analysis of long non-coding RNAs in mouse cleavage stage embryonic development based on single cell transcriptome data. BMC genomics 15, 845 (2014).2527733610.1186/1471-2164-15-845PMC4200203

[b23] RinnJ. L. & ChangH. Y. Genome regulation by long noncoding RNAs. Annu Rev Biochem 81, 145–166 (2012).2266307810.1146/annurev-biochem-051410-092902PMC3858397

[b24] GuttmanM. . Ab initio reconstruction of cell type-specific transcriptomes in mouse reveals the conserved multi-exonic structure of lincRNAs. Nat Biotechnol 28, 503–10 (2010).2043646210.1038/nbt.1633PMC2868100

[b25] LiL. . Genome-wide discovery and characterization of maize long non-coding RNAs. Genome Biol 15, R40 (2014).2457638810.1186/gb-2014-15-2-r40PMC4053991

[b26] SherryS. T. . dbSNP: the NCBI database of genetic variation. Nucleic Acids Res 29, 308–11 (2001).1112512210.1093/nar/29.1.308PMC29783

[b27] UlitskyI., ShkumatavaA., JanC. H., SiveH. & BartelD. P. Conserved function of lincRNAs in vertebrate embryonic development despite rapid sequence evolution. Cell 147, 1537–1550 (2011).2219672910.1016/j.cell.2011.11.055PMC3376356

[b28] LiJ. J., HuangH., BickelP. J. & BrennerS. E. Comparison of D. melanogaster and C. elegans developmental stages, tissues, and cells by modENCODE RNA-seq data. Genome Res 24, 1086–101 (2014).2498591210.1101/gr.170100.113PMC4079965

[b29] HezroniH. . Principles of long noncoding RNA evolution derived from direct comparison of transcriptomes in 17 species. Cell Rep 11, 1110–22 (2015).2595981610.1016/j.celrep.2015.04.023PMC4576741

[b30] WashietlS., KellisM. & GarberM. Evolutionary dynamics and tissue specificity of human long noncoding RNAs in six mammals. Genome research 24, 616–28 (2014).2442929810.1101/gr.165035.113PMC3975061

[b31] ZhaoY. . NONCODE 2016: an informative and valuable data source of long non-coding RNAs. Nucleic Acids Research 44, D203–D208 (2016).2658679910.1093/nar/gkv1252PMC4702886

[b32] ZhouZ. Y. . Genome-wide identification of long intergenic noncoding RNA genes and their potential association with domestication in pigs. Genome biology and evolution 6, 1387–92 (2014).2489161310.1093/gbe/evu113PMC4079208

[b33] SoumillonM. . Cellular source and mechanisms of high transcriptome complexity in the mammalian testis. Cell reports 3, 2179–2190 (2013).2379153110.1016/j.celrep.2013.05.031

[b34] WardM., McEwanC., MillsJ. D. & JanitzM. Conservation and tissue-specific transcription patterns of long noncoding RNAs. Journal of Human Transcriptome 1, 2–9 (2015).2733589610.3109/23324015.2015.1077591PMC4894084

[b35] NieM., DengZ.-L., LiuJ. & WangD.-Z. Noncoding RNAs, Emerging Regulators of Skeletal Muscle Development and Diseases. BioMed research international 2015 (2015).10.1155/2015/676575PMC451683126258142

[b36] GongC. . A Long Non-coding RNA, LncMyoD, Regulates Skeletal Muscle Differentiation by Blocking IMP2-Mediated mRNA Translation. Developmental cell 34, 181–191 (2015).2614399410.1016/j.devcel.2015.05.009

[b37] GaitiF. . Dynamic and Widespread lncRNA Expression in a Sponge and the Origin of Animal Complexity. Mol Biol Evol 32, 2367–82 (2015).2597635310.1093/molbev/msv117PMC4540969

[b38] LipkaA. E. . GAPIT: genome association and prediction integrated tool. Bioinformatics 28, 2397–2399 (2012).2279696010.1093/bioinformatics/bts444

[b39] WangE. T. . Alternative isoform regulation in human tissue transcriptomes. Nature 456, 470–6 (2008).1897877210.1038/nature07509PMC2593745

[b40] TilgnerH. . Deep sequencing of subcellular RNA fractions shows splicing to be predominantly co-transcriptional in the human genome but inefficient for lncRNAs. Genome Res 22, 1616–25 (2012).2295597410.1101/gr.134445.111PMC3431479

[b41] LangfelderP. & HorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics 9, 559 (2008).1911400810.1186/1471-2105-9-559PMC2631488

[b42] MoranV. A., PereraR. J. & KhalilA. M. Emerging functional and mechanistic paradigms of mammalian long non-coding RNAs. Nucleic Acids Res 40, 6391–400 (2012).2249251210.1093/nar/gks296PMC3413108

[b43] ZhaoW. . Systematic identification and characterization of long intergenic non-coding RNAs in fetal porcine skeletal muscle development. Scientific Reports 5, 8957 (2015).2575329610.1038/srep08957PMC4354164

[b44] LegniniI., MorlandoM., MangiavacchiA., FaticaA. & BozzoniI. A feedforward regulatory loop between HuR and the long noncoding RNA linc-MD1 controls early phases of myogenesis. Mol Cell 53, 506–14 (2014).2444050310.1016/j.molcel.2013.12.012PMC3919156

[b45] DeyB. K., PfeiferK. & DuttaA. The H19 long noncoding RNA gives rise to microRNAs miR-675-3p and miR-675-5p to promote skeletal muscle differentiation and regeneration. Genes Dev 28, 491–501 (2014).2453268810.1101/gad.234419.113PMC3950346

[b46] SunL. . Utilizing sequence intrinsic composition to classify protein-coding and long non-coding transcripts. Nucleic Acids Res 41, e166 (2013).2389240110.1093/nar/gkt646PMC3783192

[b47] KongL. . CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. Nucleic Acids Res 35, W345–9 (2007).1763161510.1093/nar/gkm391PMC1933232

[b48] AltschulS. F., GishW., MillerW., MyersE. W. & LipmanD. J. Basic local alignment search tool. J Mol Biol 215, 403–10 (1990).223171210.1016/S0022-2836(05)80360-2

[b49] NawrockiE. P. & EddyS. R. Infernal 1.1: 100-fold faster RNA homology searches. Bioinformatics 29, 2933–5 (2013).2400841910.1093/bioinformatics/btt509PMC3810854

[b50] RosenbloomK. R. . The UCSC Genome Browser database: 2015 update. Nucleic Acids Res 43, D670–81 (2015).2542837410.1093/nar/gku1177PMC4383971

[b51] AndersS., PylP. T. & HuberW. HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–9 (2015).2526070010.1093/bioinformatics/btu638PMC4287950

[b52] WangL., FengZ., WangX., WangX. & ZhangX. DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics 26, 136–8 (2010).1985510510.1093/bioinformatics/btp612

[b53] ShenS. . MATS: a Bayesian framework for flexible detection of differential alternative splicing from RNA-Seq data. Nucleic Acids Res 40, e61 (2012).2226665610.1093/nar/gkr1291PMC3333886

[b54] LiH. . TreeFam: a curated database of phylogenetic trees of animal gene families. Nucleic Acids Res 34, D572–80 (2006).1638193510.1093/nar/gkj118PMC1347480

[b55] HuangD. W. . DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res 35, W169–75 (2007).1757667810.1093/nar/gkm415PMC1933169

# Supplementary material for: Comprehensive analysis of long non-coding RNAs highlights their spatio-temporal expression patterns and evolutional conservation in Sus scrofa
**Source:** Sci Rep. 2017 Feb 24;7:43166. doi: 10.1038/srep43166
**Supplement:** Supplementary Figures

**Supplementary Information**

**Comprehensive analysis of long non-coding RNAs highlights their spatio-temporal expression patterns and evolutional conservation in *Sus scrofa***

Zhonglin Tang1,3‡*, Yang Wu2, ‡, Yalan Yang1,3, ‡, Yu-Cheng T. Yang2, Zishuai Wang1, Jiapei Yuan2, Yang Yang2, Chaoju Hua1, Xinhao Fan1, Guanglin Niu1, Yubo Zhang3, Zhi John Lu2* and Kui Li1,3*

‡ These authors contributed equally to this work.

**Supplementary Figures**

# Supplementary Figure S1. Fold coverage along lncRNAs.

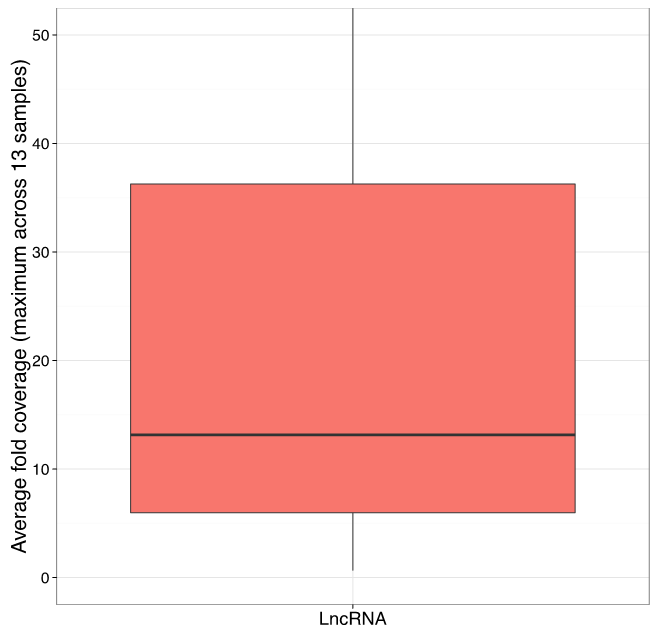

**Fold coverage along lncRNAs.** The maximum of the average fold coverage across 13 samples were calculated along newly predicted lncRNAs.

# Supplementary Figure S2. Scheme of classification of the lncRNAs in *Sus scrofa.*

**Scheme of classification of the lncRNAs in *Sus scrofa.*** LncRNAs are classified according to their relative relationships with surrounding genes. Antisense lncRNAs overlapped the exonic regions of their surrounding genes in the opposite strand. Intronic lncRNAs were located in the intronic regions of their surrounding genes, either in the same or opposite strand, and having no exonic overlap. LncRNAs in *cis*-regulatory regions are defined as the lncRNAs overlapping with the 2k upstream or downstream regions of their surrounding genes, either in the same or opposite strand, but having no exonic overlap. All other transcripts are classified as intergenic lncRNAs, which are far away from their surrounding genes.

# Supplementary Figure S3. Comparison of novel lncRNAs and mRNAs at a fixed expression level.

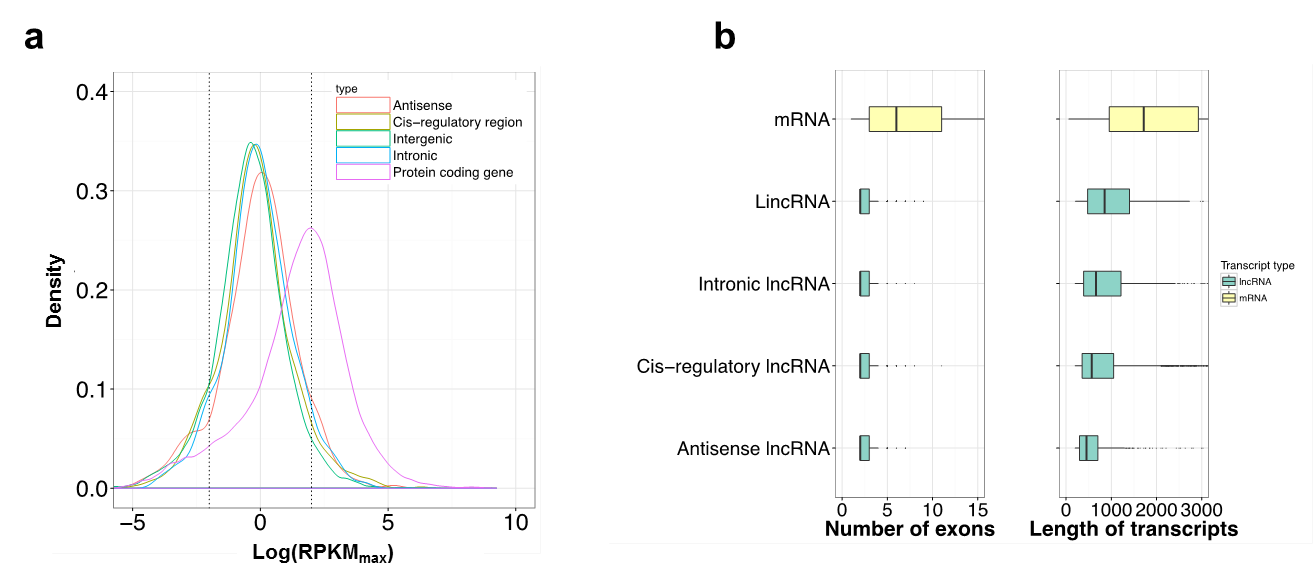

**Comparison of novel lncRNAs and mRNAs at a fixed expression level. (a)** The distribution of the maximum expression level, log(RPKMmax), for lncRNAs and mRNAs was shown. And a fixed expression level (-2 < log(RPKMmax) < 2) were displayed as vertical lines. **(b)** Comparison of exon number and transcript length between lncRNAs and mRNAs at a fixed expression level.

# Supplementary Figure S4. Clustering of tissue samples based on lncRNA expression.

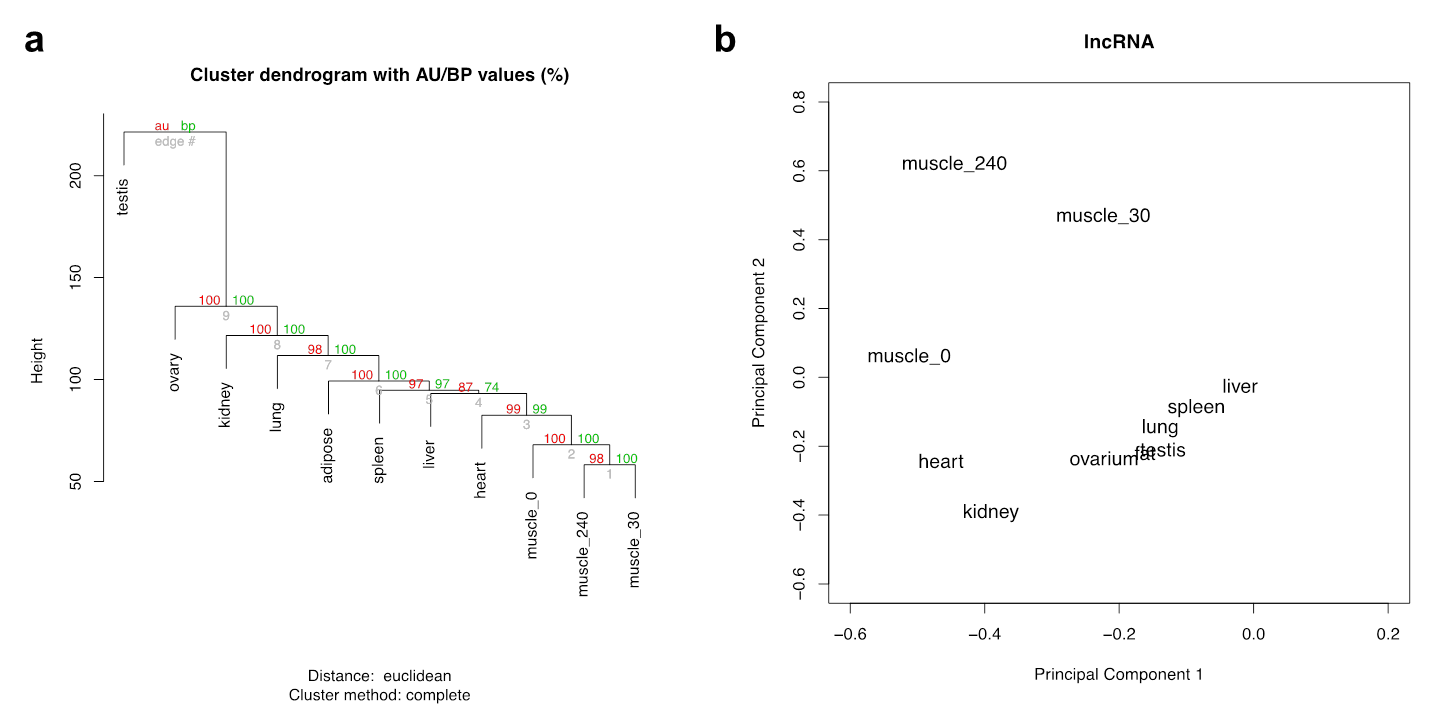

**Clustering of tissue samples based on lncRNA expression. (a)** A clustering tree with bootstrap p-values (AU p-values, red, left, BP p-values, green, right). **(b)** The PCA plot based on lncRNA expression.

# Supplementary Figure S5. Tissue specificity of human protein-coding genes.

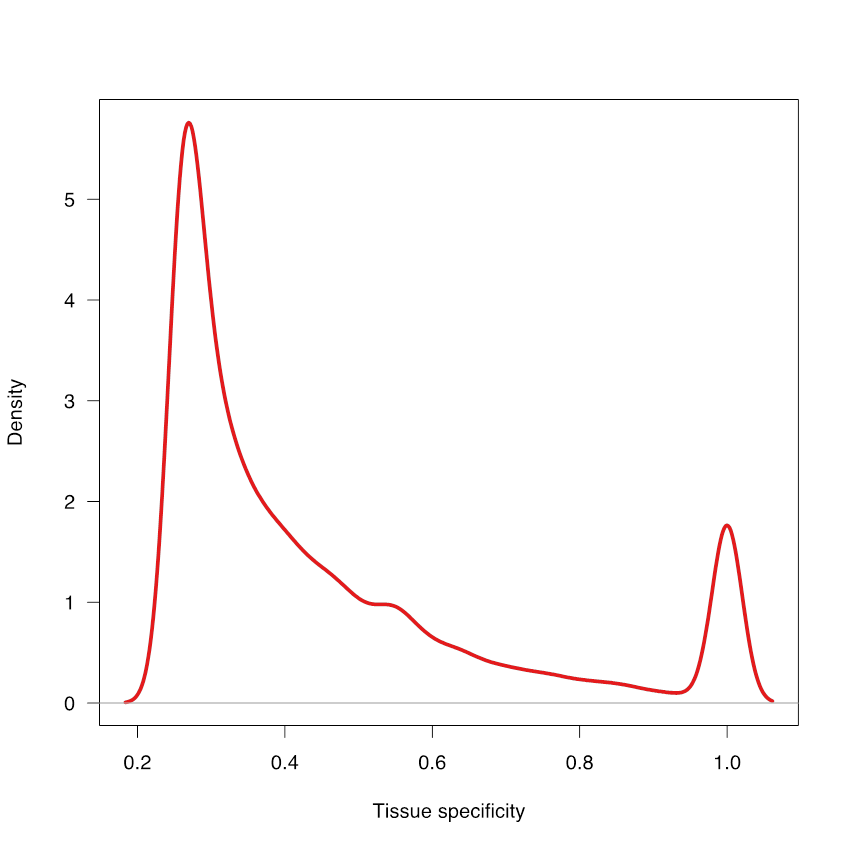

**Tissue specificity of human protein-coding genes.** The tissue-specificity scores of protein-coding genes using the human body map data (http://www.ensembl.info/blog/2011/05/24/human-bodymap-2-0-data-from-illumina/) were shown.

Supplementary Figure S6. Comparison of the tissue-specificity at a fixed expression level.

**Comparison of the tissue-specificity at a fixed expression level** (-2 < log(RPKMmax) < 2). The tissue-specificity scores of novel lncRNAs compared with those of annotated lncRNAs and protein-coding genes.

# Supplementary Figure S7. RT-PCR validation of *S. scrofa* lncRNA expression levels.

**a**

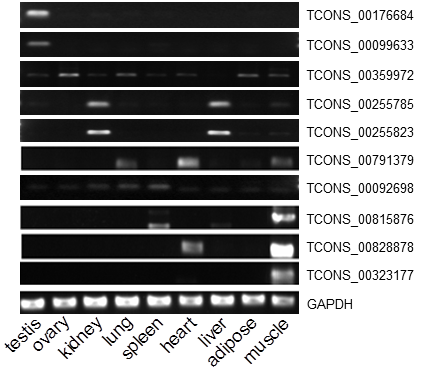

**b**

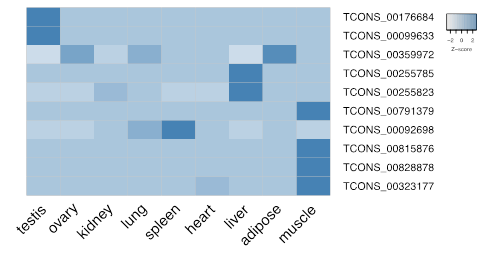

**RT-PCR validation of *S. scrofa* lncRNA expression levels.** (**a**) Validation of the expression of l0 lncRNA by RT-PCR in 9 pig tissues. (**b**) Heatmap of the relative expression (Z-score) of the validated lncRNA based on the RNA-seq data The expression level was determined by the RPKM value in each tissue.

**Supplementary Figure S8. Conservation analysis of lncRNAs, mRNAs, and introns in protein-coding genes in *Sus scrofa*.**

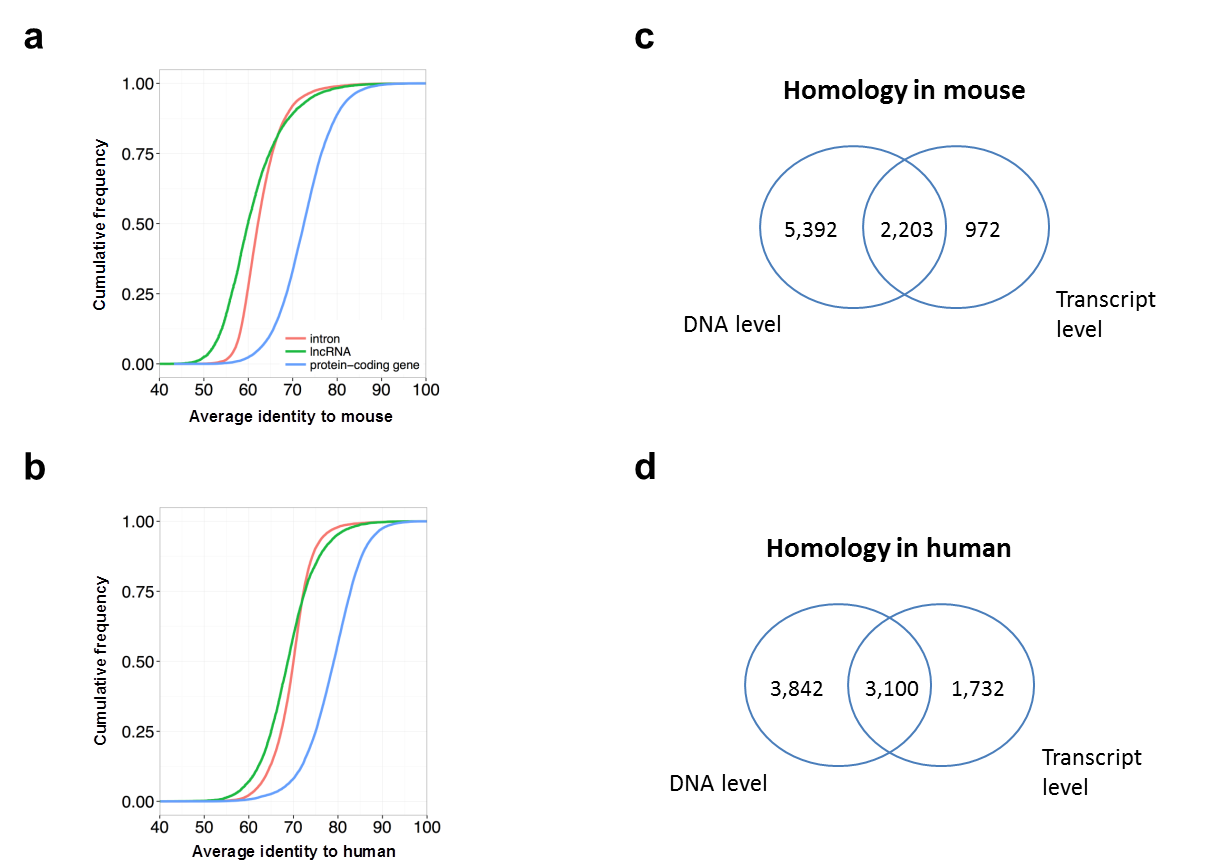

**Conservation analysis of lncRNAs, mRNAs and introns in protein-coding genes in *Sus scrofa***. (**a**) The conservation levels measured by the average identity to mouse of the three types of sequences in *Sus scrofa* are compared. (**b**) The conservation levels measured by the average identity to human of the three types of sequences in *Sus scrofa* are compared. (**c**) The comparison of conserved lncRNAs in mouse based on DNA level (genome alignment) and transcript level (BLAST to transcripts). (**d**) The comparison of conserved lncRNAs in human base on DNA level (genome alignment) and transcript level (BLAST to transcripts).

# Supplementary Figure S9. Temporal expression patterns of 6 selected lncRNAs during skeletal muscle development.

**Temporal expression patterns of 6 selected lncRNAs during skeletal muscle development.** For each lncRNA, the upper panel shows the RPKM values according to the RNA-seq data across the 3 developmental stages of skeletal muscle (orange line), and the bottom panel shows the relative quantitation values (RQ) according to the RT-qPCR experiments across the 3 developmental stages of skeletal muscle (blue line).

# Supplementary Figure S10. Differential splicing analysis of protein-coding genes in *Sus scrofa.*

**Differential splicing analysis of protein-coding genes in *Sus scrofa*.** (**a**) Statistics of the five types of alternative splicing events in protein-coding genes across 3 developmental stages of skeletal muscle, including mutually exclusive exons (MXE), alternative 5' splice sites (A5SS), alternative 3' splice sites (A3SS), retained introns, (RIs)and skipped exon (SEs). (**b**) GO enrichment of the protein-coding genes with differential alternative splicing events during skeletal muscle development. As the GO annotation for the genes in *Sus scrofa* is relatively limited, we converted the gene IDs into their human homologs based on the TreeFam database1, and performed GO enrichment analysis based on human annotation using the DAVID web server2.

# Supplementary Figure S11. Sanger sequencing results of a differentially spliced lncRNA, TCONS_00558282.

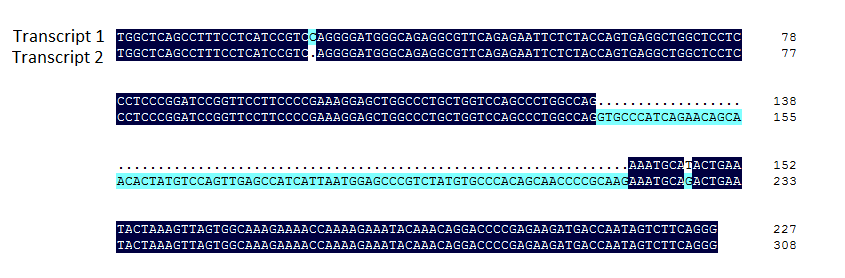

**Sanger sequencing results of a differentially spliced lncRNA, TCONS_00558282**. Transcript 1 is the shorter transcript with the third exon skipped (the lower band) in Figure 4e). Transcript 2 is the longer transcript with the third exon included (the upper band in Figure 4e).

# Supplementary Figure S12. Supporting information of the weighted co-expression network.

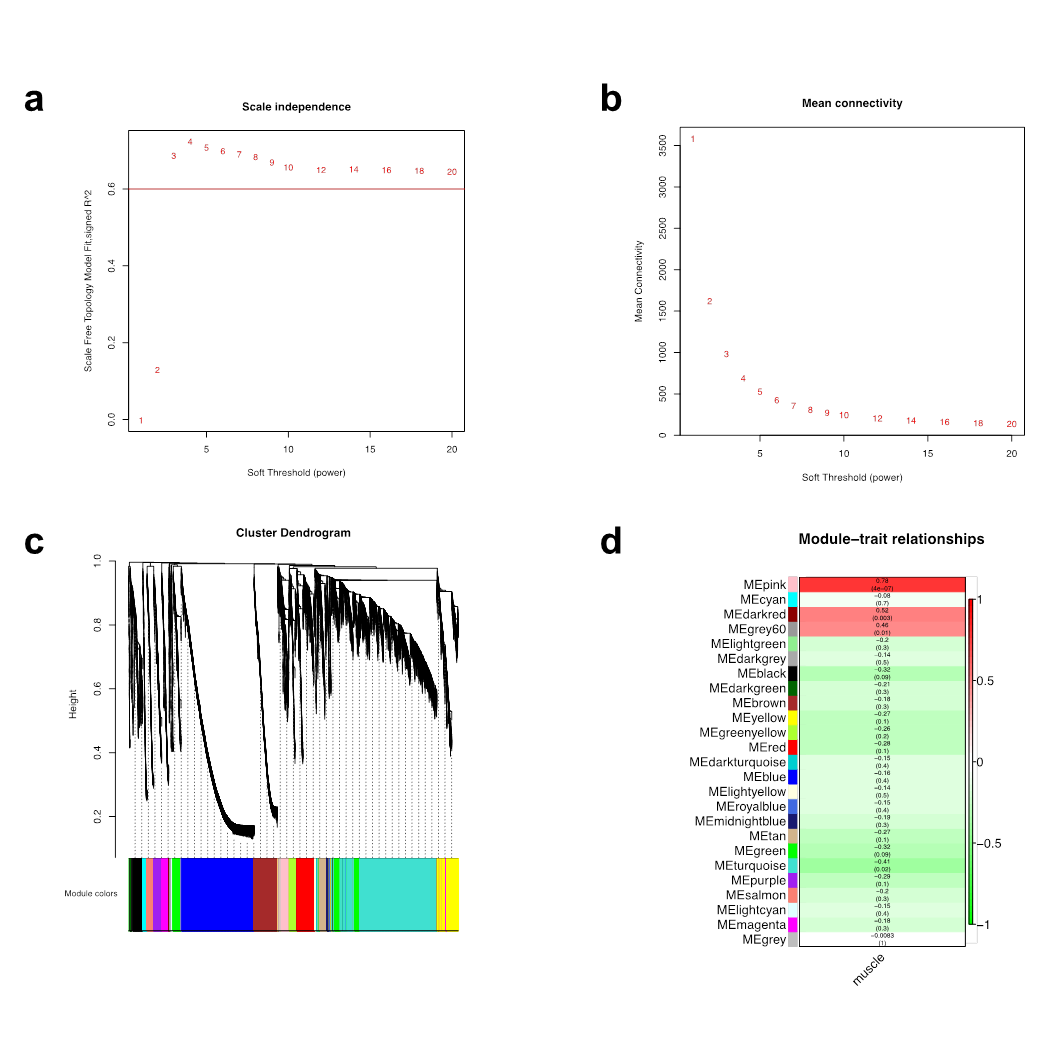

**Supporting information of the weighted co-expression network. (a)** We used a power of 6 and showed the scale free fit index as a function of power**. (b)** We showed the mean connectivity in the network at a function of power. **(c)** Clustering dendrogram of genes, with dissimilarity based on topological overlap, together with assigned module colors**. (d)** Each row corresponds to a module eigengene, column to the muscle trait. Each cell contains the corresponding correlation and p-value. The table is color-coded by correlation according to the color legend.

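A weighted co-expression network links lncRNAs and genes by how closely their RPKM values move together across samples. As the paper describes it, the Pearson correlation of each pair was raised to a power, the soft threshold, which was chosen to maximize the fit of the network to a scale-free topology. The first panel gives the fit to a scale-free topology and the second the mean connectivity, both as a function of that power. Topological overlap then measures how far a pair shares its neighbours, and the dendrogram groups features by it into coloured modules. The module eigengene is the first principal component of a module, and the last panel correlates it with a vector that separates muscle from the other tissue samples. The fetal ovary samples belong to the other tissue samples in that vector.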

# Supplementary Figure S13. Comparison among newly predicted lncRNAs and previous studies.

**Comparison among newly predicted lncRNAs and previous studies.** The overlaps among our set, Zhao’s set3 and Zhou’s set4 were shown.

**Supplementary References**

1. Li, H. *et al.* TreeFam: a curated database of phylogenetic trees of animal gene families. *Nucleic Acids Res* **34**, D572-80 (2006).

2. Huang, D.W. *et al.* DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. *Nucleic Acids Res* **35**, W169-75 (2007).

3. Zhao, W. *et al.* Systematic identification and characterization of long intergenic non-coding RNAs in fetal porcine skeletal muscle development. *Sci Rep* **5**, 8957 (2015).

4. Zhou, Z.Y. *et al.* Genome-wide identification of long intergenic noncoding RNA genes and their potential association with domestication in pigs. *Genome biology and evolution* **6**, 1387-92 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

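RNA of 6 fetal pig ovaries at 49 days post coitus was sequenced, 3 from Meishan and 3 from Large White pigs. The breed and replicate of each sample were taken from the sample labels. The paper uses these samples as part of the input of its co-expression network and its text does not report a comparison of the breeds. The other samples of the network were not analysed here, so the network was not rebuilt.

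The authors deposited RPKM values, 1 per feature and sample. By the paper's methods, the authors made them by mapping with TopHat to the S. scrofa genome with Ensembl annotations, counting with htseq-count in a strand-specific way, and dividing by length and by mapped reads, with read pairs as the unit. The sequence and annotation of that genome were not used here. Each file lists 32420 features, of which 21607 are protein-coding genes and 10813 are lncRNAs.

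What was computed from these values is as follows. The depth was recovered from the steps of the values with the lncRNA lengths in the 1998 readable rows of Supplementary Table S4, and lay between 35185781 and 39033204 mapped reads per sample. The recovered length of a feature can be too short by a common factor of its reads. A floor of 3 reads on a feature of 1 kb equals an RPKM of 0.0769 to 0.0853, and was not applied where features above 0 were counted. Intervals and floors cover counting error only. An RPKM of 0 is reported as listed at 0, since it can come from the counting.

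The breeds were compared with limma (version 3.58.1, in R 4.3.3) on log2(RPKM + 1), with lmFit and eBayes with a trend, over the 14902 features with an RPKM of at least 0.5 in at least 3 samples, and p-values were adjusted by the Benjamini-Hochberg method over all tested features. Features with a fold change of at least 2 on that scale and an adjusted p under 0.05 were called. The limits follow the paper's methods for differential expression; the paper's tool, DEGseq, was not used, because the values are not counts. A log2 fold change on this scale understates the change of low features. The procedure was tested on simulated data with 200 features changed by a log2 fold change of 2, of which 80% were recovered with 1 false call, and 0 calls were made when nothing was changed. The simulation gave every feature the same spread beyond counting error and held no outlying sample such as Meishan replicate 3. Its rates therefore need not hold for these data. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

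The alternatives were a pseudocount of 0.1, a minimum RPKM of 0.1, no filter, quantile normalization, upper quartile scaling, eBayes without a trend, the adjusted p alone, the replicate number as a block, and each sample left out in turn, as well as other thresholds for detection. All were set before the data were examined, except limma-voom on the recovered reads and the transcript-level conservation class combined with an RPKM of at least 0.5, which were chosen after seeing the data.

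The features named in the text follow a rule set before the data were examined. It takes TCONS_00558282 and other genes the paper names, then the called protein-coding genes with the largest rise and fall among those whose samples separate by breed, with up to 3 each that have a symbol, and the 2 lncRNAs with the largest rise and the 2 with the largest fall. Symbols came only from the 791 gene identifiers paired with a symbol in the readable rows of Supplementary Table S4, so H19, GAPDH, ACTB and HPRT were not looked up, and 2 identifiers that rose and 2 that fell are given without a symbol. Lists of marker genes for cell types were written in advance, but only 2 of their 69 genes could be paired with an identifier, so that check is void.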

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

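Each result here comes from a comparison of the breeds that the paper's text does not report. The tests of technical explanations in this part were chosen before their results were seen.

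Between Meishan and Large White, 99 of 13388 tested protein-coding genes passed the threshold, 30 higher and 69 lower in Meishan (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2145, or 16.0% of the tested genes. Of 1514 tested lncRNAs, 14 passed, 2 higher and 12 lower in Meishan, and 222 had an unadjusted p under 0.05. Only the split by breed, 1 of the 10 splits of the 6 samples into 3 and 3, gave as many protein-coding genes, and the same 1 of 10 held for lncRNAs. No other split gave more than 1 of either. Of the other splits, 3 part every same-numbered pair as the real one does, and each gave 0 protein-coding genes and 0 lncRNAs, with 205 to 647 protein-coding genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so the result cannot be told apart from an accident of grouping by this test.

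For the protein-coding genes, 93.9% still passed after all libraries were thinned to the same number of recovered reads, which goes against a difference in depth. After upper quartile scaling 83.8% still passed, which goes against a few genes taking most of the reads. The log2 fold change correlated with log2 length across the tested genes with a Spearman rho of 0.12, between the limits set for and against a length bias, so the pattern cannot be told apart from such a bias. Of the genes that passed, 69.7% were lower in Meishan, under the limit that had been set for a reference genome closer to Large White. That test is weak, and among the lncRNAs that passed 85.7% were lower in Meishan. A difference between the breeds in fetal ovary expression therefore remains 1 hypothesis among these. The sample information used here holds breed, tissue, age and replicate number, so breed could not be separated from litter or batch. Whether the samples of a breed are independent of one another is not known either, and the limma p-values assume that they are.

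ENSSSCG00000028691, for which no symbol was found, had the largest fall. Its RPKM was 0.42 ± 0.49 (SD, n = 3) in Meishan and 347 ± 66.8 (SD, n = 3) in Large White, a log2 fold change of -7.98 (standard error 0.27, limma adjusted p = 4.88e-05), lower in 3 of 3 Meishan samples. The recovered reads were 1, 25 and 86 in Meishan and 25936, 36496 and 25613 in Large White. With each sample left out in turn the log2 fold change lay between -8.23 and -7.76. A breed variant that keeps reads from mapping, a loss of the gene and a loss of its expression were not tested for this gene.

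With at least 10 reads in every sample of one breed and 0 in every sample of the other, 21 features stood out, 16 found in Meishan only and 5 in Large White only. The other 9 splits of the samples gave 1 to 9 such features. No explanation was tested for this list.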

How the results depend on the processing

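Apart from limma-voom on recovered reads and 1 combined setting for conserved lncRNAs, both chosen after seeing the data, the alternatives were set before the data were examined. Where a number changed, the cause was not tested.

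The number of protein-coding genes past the threshold, 99, stayed within 1.5 times under a minimum RPKM of 0.1 (69), quantile normalization (94), upper quartile scaling (92), eBayes without a trend (79) and the adjusted p alone (103). It fell to 54 with a pseudocount of 0.1, to 4 with no filter and to 63 with limma-voom. The number of lncRNAs, 14, was 11, 12, 11, 13 and 14 under the first 5 of these settings, and fell to 8 with a pseudocount of 0.1, to 0 with no filter (419 at an unadjusted p under 0.05) and to 2 with limma-voom.

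The samples of both breeds are numbered 1 to 3 in the labels, and the pairing is taken from there. The labels do not say that samples of the same number belong together, so the pairing may be arbitrary. The block also leaves fewer degrees of freedom, so a lower number with it is no evidence of a pairing. With the replicate number as a block, 25 protein-coding genes and 2 lncRNAs passed, against 99 and 14 without the replicate block. Deviations from the breed means correlated across features with a mean r of 0.07 for samples of the same number and -0.04 for samples of different numbers, but centring on the breed means ties these values to each other, so their contrast is no test. Among the 6 possible one-to-one pairings of the samples, the labelled one ranked 3 from the highest by its mean r, and the highest mean r was 0.10.

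Across the 6 fits that each left out one sample, the number of protein-coding genes ranged from 2 to 209 and that of lncRNAs from 0 to 31. Both were highest without Meishan replicate 3. Without any one of the Large White samples, 2 or 3 protein-coding genes passed, with 1129 to 1843 at an unadjusted p under 0.05, and 0 lncRNAs, with 164 to 193. The rise without Meishan replicate 3 came although fewer samples were compared. For the falls, dependence on a particular sample was not told apart from the effect of having fewer samples.

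The larger mean r of same-breed pairs, pooled over both breeds, kept its sign under every alternative run. The differences were 0.011 to 0.0502 under the settings that keep all samples and 0.0023 to 0.0416 with one sample left out. In the main setting only Large White pairs (mean r 0.969) lay above pairs of different breeds (0.918), and Meishan pairs (0.908) lay below them. Without Large White replicate 1, 2 or 3 the differences were 0.0042, 0.0023 and 0.0081 (exact permutation p = 0.5, 0.6 and 0.4).

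Values without a test moved with their definition. The lncRNAs detected per sample fell from 3683 to 2978 at an RPKM of at least 0.1 and 1527 at 0.5, and the protein-coding genes from 16483 to 15361 and 13220. The mean over features of the maximum RPKM was 1.36 for lncRNAs and 15.1 for protein-coding genes. It became 0.685 and 10.19 with the median over the 6 samples and 2.38 and 17.3 over features above 0 in any sample, and the median over features was 0.0916 and 2.8. The share of the ovary list at an RPKM of at least 0.5 was 46.0%, and it was 68.1% above 0 and 64.1% at 0.1 or more. For the testis list the share was 14.4%, 33.4% and 27.4%. Detection of lncRNAs conserved in human and mouse went from 48.9% to 26.4% at an RPKM of at least 0.5 and to 55.9% with the transcript-level class. For lncRNAs that are not conserved, it went from 43.3% to 22.9% at 0.5 and was 43.3% with the transcript-level class. With the transcript-level class and an RPKM of at least 0.5 together, chosen after seeing the data, the shares were 25.6% and 26.1%, so the order of the groups was not kept.

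For the 10 named features that had an adjusted p under 0.05, 40 fits with another setting were run on all samples, and in 15 of them the feature no longer had an adjusted p under 0.05, 5 of them with the replicate block and 5 with limma-voom. With one sample left out this held for 30 of 48. TCONS_00876575, TCONS_00756962, ENSSSCG00000021767 and ENSSSCG00000024048, which rose, have no result without a Meishan sample and are missing from those fits. None of these settings reversed a direction.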

Other observations

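In this part, both tests of depth in Meishan replicate 3, the test of low read numbers and the pool of tissue lists without testis were chosen after the results were seen, and the others before.

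LncRNAs listed at 0 in every sample were related to overlap between transcripts. Among the 1998 lncRNAs in the readable rows of Supplementary Table S4, 152 had every exonic base inside exons of others of these lncRNAs on the same strand, and 100% of them were listed at 0 in all 6 samples (95% Wilson interval 97.5% to 100%). Of 1335 lncRNAs that shared no base with another of the 1998, 19.2% were (17.2% to 21.4%), and of 511 that shared some bases 39.9% (35.8% to 44.2%). Overlap with the other lncRNAs, the intergenic ones among them, and with protein-coding genes was not analysed here, so lncRNAs in the last 2 groups can share more bases than counted. A candidate explanation is that reads shared between overlapping lncRNA transcripts were dropped in counting, so that a 0 need not mean that the lncRNA is silent. It predicts that lncRNAs with every base shared are listed at 0, which held in the 100% above. That share is also the relation to be explained, so it is no independent test. No biological explanation was tested.

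Meishan replicate 3 correlated less with the other samples (r from 0.865 to 0.888) than they did with one another (0.932 to 0.975). It had 745 protein-coding genes at least 2-fold above the mean of the other 2 Meishan samples and 844 below, against 370 and 317 for Meishan replicate 1 and 240 and 338 for Meishan replicate 2. Its number of mapped reads ranked 6 of 6 from the lowest, which goes against a lower sequencing depth. However, it had the fewest reads on the listed features, 14286564 or 36.6% of its mapped reads, against 40.8% to 46.3% in the other samples. After all libraries were thinned to that number, its highest r with another sample was 0.887, still below the lowest r of the other pairs, 0.932. The lncRNAs that the paper assigns to kidney lay at percentile 65.7 of 10000 random lists matched on mean expression, so the adult kidney list gave no sign of RNA from kidney. That list was defined in adult tissue, and the marker genes for mesonephros could not be looked up, so RNA from fetal kidney or mesonephros is not excluded. The log2 ratio to the other 2 Meishan samples correlated with length across protein-coding genes with a Spearman rho of 0.039, which goes against a length bias. Intronic lncRNAs lay at percentile 97.1 by their mean log2 ratio, past the limit of 95, but at percentile 84.6 by their median, and which of these to use had not been fixed, so the test leaves unspliced RNA or genomic DNA open. Antisense lncRNAs lay at percentile 2.32 by the mean and 0.92 by the median, lower than in the random lists, a result for which no explanation was tested. A difference between animals was not tested.

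Low read numbers varied more between samples than counting error gives. In 2358 cases where a lncRNA had a mean of 5 to 10 recovered reads in 2 Large White samples, the remaining Large White sample had 0 reads in 34.5%, against 0.194% under a Poisson distribution, 178 times as many. The cases were chosen on the other 2 samples, which raises this ratio by an amount that was not measured. Differences between animals and amplification before sequencing were not told apart.

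The lncRNA lists that Supplementary Table S5 assigns to adult tissues, in the 888 readable rows with a single tissue, were looked up in the fetal ovaries. Of the 116 lncRNAs assigned to ovary, 46.0% ± 4.52 (SD, n = 6) had an RPKM of at least 0.5, against 28.4% ± 6.55 (SD, n = 6) of 68 assigned to lung, the next highest, and 14.4% ± 1.24 (SD, n = 6) of 498 assigned to testis. The median of the ovary list lay at percentile 100 of 10000 random lists of the same size drawn from the 962 lncRNAs of all lists. Most of that pool belongs to testis, whose list lay at percentile 0, which raises the other lists, and the lung list lay at 99.9 and the muscle list at 92.1. With the lncRNAs assigned to testis left out of the pool, which leaves 432, the ovary list lay at percentile 100, the lung list at 85.0 and the muscle list at 43.4. In all 6 samples, 17 lncRNAs of the ovary list were listed at 0.

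Conservation was looked up in the 1998 readable rows of Supplementary Table S4, which hold 443 antisense, 987 cis-regulatory and 568 intronic lncRNAs; intergenic lncRNAs were not analysed here. By the genome-alignment class, 48.9% ± 5.18 (SD, n = 6) of 1081 lncRNAs conserved in human and mouse had an RPKM above 0, against 43.3% ± 4.75 (SD, n = 6) of 522 that are not conserved. The share was higher still for 94 conserved in human only, 56.4% ± 5.08 (SD, n = 6). It was 52.1% ± 5.81 (SD, n = 6) for 301 conserved in mouse only. In these lists, detection was therefore not highest for conservation in both species. Each SD is over samples in which the same lncRNAs were looked up, so it does not measure the spread between lncRNAs of a class. Nor does the number of samples with the same direction. Whether the classes differ beyond that spread was not tested. The difference between lncRNAs conserved in human and mouse and those not conserved was 5.63 ± 1.98 percentage points (SD, n = 6) and positive in 6 of 6 samples. At an RPKM of at least 0.5 it was 3.50 ± 1.21 (SD, n = 6), and by the transcript-level class with an RPKM above 0 it was 12.6 ± 2.60 (SD, n = 6), each positive in 6 of 6 samples. By the transcript-level class at an RPKM of at least 0.5, a combination chosen after seeing the data, the direction was not kept. The shares were 25.6% of the lncRNAs conserved in human and mouse and 26.1% of those not conserved. That is a difference of -0.47 ± 0.89 percentage points (SD, n = 6), negative in 4 of 6 samples. Detection above 0 also differed by position, with 60.3% of antisense, 43.9% of cis-regulatory and 46.5% of intronic lncRNAs. The conservation classes were not matched on position, length or overlap, so their differences cannot be assigned to conservation. The mean RPKM per sample was 14.0 ± 0.93 (SD, n = 6) times as high for protein-coding genes as for lncRNAs. This ratio moved with its definition. By the mean over features of the maximum RPKM it was 11.1. It was 7.25 over features above 0 in any sample and 30.6 with the median over features. The ratio per sample was not computed without TCONS_00077979, described next.

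A single lncRNA, TCONS_00077979, held from 20.8% of the reads on lncRNAs in Meishan replicate 3 to 62.8% across the samples. Its RPKM was 2491, 2369 and 797 in Meishan and 4038, 4659 and 2937 in Large White. Without it, the mean over lncRNAs of the maximum RPKM was 0.93 in place of 1.36.

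TCONS_00558282, which the paper names for its splicing in muscle, had an RPKM of 15.0 ± 13.7 (SD, n = 3) in Meishan and 25.0 ± 5.2 (SD, n = 3) in Large White, with no difference past the threshold (log2 fold change -1.02, standard error 0.51, limma adjusted p = 0.379). PRSS12 (ENSSSCG00000009114) was lower in 3 of 3 Meishan samples, with a log2 fold change of -1.17 (standard error 0.16, limma adjusted p = 0.027). IFN-OMEGA-6 (ENSSSCG00000030854) was higher in 3 of 3, with 1.73 (standard error 0.28, limma adjusted p = 0.0459), but it belongs to a multigene family whose members can share reads, so its level is uncertain. These were the called genes with a symbol that separate by breed. With the replicate number as a block, neither passed (limma adjusted p = 0.0869 and 0.0781). Among lncRNAs, TCONS_00876575 rose by 2.33 and TCONS_00756962 by 1.37 on the log2 scale, and TCONS_00265881 fell by 2.73 and TCONS_00061125 fell by 1.85 (limma adjusted p from 0.00915 to 0.0459). With the replicate block, TCONS_00876575 kept an adjusted p under 0.05 (0.0445), while TCONS_00756962 (0.0977), TCONS_00265881 (0.0701) and TCONS_00061125 (0.0701) did not. TCONS_00876575 lost it with limma-voom (0.0574) and without any one of the Large White samples (limma adjusted p from 0.0718 to 0.0769). Without a symbol, ENSSSCG00000021767 rose by 4.73 and ENSSSCG00000024048 by 3.95, and ENSSSCG00000002013 fell by 4.02, each with a limma adjusted p of 0.0286 with the replicate block. Without any one of the Large White samples, both that rose had an adjusted p of 0.0687 to 0.0769, and with limma-voom ENSSSCG00000021767 had 0.156. ENSSSCG00000002013 kept an adjusted p under 0.05 in each of these fits.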
